# A Neuron-Specific Deletion of the MicroRNA-Processing Enzyme DICER Induces Severe but Transient Obesity in Mice

**DOI:** 10.1371/journal.pone.0116760

**Published:** 2015-01-28

**Authors:** Géraldine M. Mang, Sylvain Pradervand, Ngoc-Hien Du, Alaaddin Bulak Arpat, Frédéric Preitner, Leonore Wigger, David Gatfield, Paul Franken

## Abstract

MicroRNAs (miRNAs) are small, non-coding RNA molecules that regulate gene expression post-transcriptionally. MiRNAs are implicated in various biological processes associated with obesity, including adipocyte differentiation and lipid metabolism. We used a neuronal-specific inhibition of miRNA maturation in adult mice to study the consequences of miRNA loss on obesity development. *Camk2a-CreERT2* (*Cre^+^*) and floxed *Dicer* (*Dicer^lox/lox^*) mice were crossed to generate tamoxifen-inducible conditional *Dicer* knockouts (cKO). Vehicle- and/or tamoxifen-injected *Cre^+^;Dicer^lox/lox^* and *Cre^+^;Dicer^+/+^* served as controls. Four cohorts were used to a) measure body composition, b) follow food intake and body weight dynamics, c) evaluate basal metabolism and effects of food deprivation, and d) assess the brain transcriptome consequences of miRNA loss. cKO mice developed severe obesity and gained 18 g extra weight over the 5 weeks following tamoxifen injection, mainly due to increased fat mass. This phenotype was highly reproducible and observed in all 38 cKO mice recorded and in none of the controls, excluding possible effects of tamoxifen or the non-induced transgene. Development of obesity was concomitant with hyperphagia, increased food efficiency, and decreased activity. Surprisingly, after reaching maximum body weight, obese cKO mice spontaneously started losing weight as rapidly as it was gained. Weight loss was accompanied by lowered O_2_-consumption and respiratory-exchange ratio. Brain transcriptome analyses in obese mice identified several obesity-related pathways (e.g. leptin, somatostatin, and nemo-like kinase signaling), as well as genes involved in feeding and appetite (e.g. *Pmch, Neurotensin*) and in metabolism (e.g. *Bmp4*, *Bmp7*, *Ptger1*, *Cox7a1*). A gene cluster with anti-correlated expression in the cerebral cortex of post-obese compared to obese mice was enriched for synaptic plasticity pathways. While other studies have identified a role for miRNAs in obesity, we here present a unique model that allows for the study of processes involved in reversing obesity. Moreover, our study identified the cortex as a brain area important for body weight homeostasis.

## Introduction

MicroRNAs (miRNAs) are small, non-coding RNA molecules that act as post-transcriptional repressors of gene expression. They promote mRNA decay and inhibit translation by base pairing to the 3′ untranslated regions of target transcripts. In mammals, they may target as much as 50% of all protein-coding mRNAs [1]. MiRNAs are involved in most cellular processes investigated thus far [2] and their dysregulation contributes to many human diseases [3,4]. Functional studies implicate miRNAs in the regulation of metabolism and in metabolic disorders related to cholesterol and lipid metabolism, adipocyte differentiation, insulin secretion, and glucose homeostasis [5,6]. MiRNAs therefore gain growing attention in the field of diabetes and obesity research.

In vertebrates, the generation of mature miRNAs critically depends on the RNase-III enzyme DICER [7]. In the central nervous system, the cell type-specific deletion of *Dicer* has revealed essential roles for miRNAs in neural differentiation and proliferation, as well as in brain development and cognitive function [8–11]. To circumvent the neurodevelopmental problems associated with *Dicer* deficiency [12], we used an inducible, neuron-specific conditional knockout system based on *Camk2a*-driven CreERT2, to delete *Dicer* in adult mice using tamoxifen [13]. This strategy has previously been shown to cause a down-regulation of miRNAs in *Camk2a*-expressing cells [10]. We observed that the neuron-specific deletion of *Dicer* rapidly induced severe and highly reproducible obesity. Importantly, the obesity phenotype was transient and spontaneously reversed to join the normal growth curve of untreated littermate controls. The development of obesity was associated with transcriptional changes in the cerebral cortex, affecting several obesity-related pathways and the control of feeding behavior.

## Methods

### Animals and housing conditions

All mice used in this study were individually housed in polycarbonate cages (31 × 18 × 18 cm) in a sound-attenuated and temperature/humidity-controlled room (25°C, 50–60% respectively). Mice were kept under a 12h light/ 12h dark cycle (lights on at 9 am, 70–90 lux) and had access to food and water *ad libitum. Camk2a-CreERT2* and *Dicer^lox/lox^* mice were purchased from Jackson laboratory (Bar Habor, ME, USA; Stock Number 012362 and 006366, respectively). All experiments were approved by the Ethical Committee of the State of Vaud Veterinary Office, Switzerland.

### Generation of *Dicer* conditional knockout (cKO) mice

*Dicer* cKO (*Cre^+^/Dicer^lox/lox^*) were obtained by crossing hemizygous *Camk2a-CreERT2* (*Cre^+^*) animals with homozygous *Dicer* floxed (*Dicer^lox/lox^*) mice. Both lines were created on a mixed 129/SvxC57BL/6 and maintained on a C57BL/6J background by backcrossing to C57BL/6J animals for at least 9 generations. The *Camk2a-CreERT2* transgenic mouse line expresses a tamoxifen-activable Cre-recombinase under the control of the brain-specific *Camk2a* (calcium/calmodulin-dependent protein kinase II alpha) promoter [14]. The *Dicer* conditional allele contains loxP sites on either side of exon 24 of the *Dicer1 gene,* an exon encoding most of the second RNase III domain. Cre-mediated recombination results in the removal of 90 amino-acids of the protein [15]. Genetic recombination was induced in adult mice by treatment with the exogenous estrogen-receptor ligand tamoxifen, according to Metzger and Chambon [13]. Tamoxifen was purchased from Sigma-Aldrich, Buchs, Switzerland (Product N°: T-5648) and dissolved in a sunflower seed oil/ethanol mixture (10:1) at a final concentration of 10mg/ml. The suspension was sonicated for 10 minutes to obtain a homogeneous solution. 8-week-old animals were injected intraperitoneally with 1mg of tamoxifen (100μl) twice a day over five consecutive days. Each mouse thus received a total of 10mg of tamoxifen. Control animals were injected with 100μl of sunflower seed oil/ethanol mixture (vehicle) at the same frequency. In all experiments, vehicle-injected *Cre^+^;Dicer^lox/lox^* animals served as controls. For the metabolic assay, tamoxifen- and vehicle-injected *Cre^+^/Dicer^+/+^* mice were used as additional controls, to exclude a possible effect of tamoxifen itself, or of the non-induced *Cre*-transgene.

### Genotyping *Cre^+^* and *Dicer^lox/lox^* mice

Mouse ear-punch samples were used for genotyping the presence of the *Cre* transgene and the floxed *Dicer* alleles (Fig. 1A and B). DNA was extracted and purified using the Maxwell 16 Tissue DNA Purification Kit (Promega AG, Dübendorf, Switzerland) according to the manufacturer’s instructions. 2.5 μl of the supernatant was used for Polymerase Chain Reaction (PCR) amplification with specific primers for the *Cre* transgene (Forward: 5′AGGTGTAGAGAAGGCACTTAGC3′ and Reverse: 5′CTAATCGCCATCTTCCAGCAGG3′) and a positive control (Forward: 5′CCAATCCCTTGGTTCATGGTTGC3′ and Reverse: 5′CGTAAGGCCCAAGGAAGTCCTGC3′) and the *Dicer* floxed and deleted allele (Forward: 5′CCTGACAGTGACGGTCCAAAG3′, Reverse: 5′CATGACTCTTCAACTCAAACT3′, Deleted: 5′GGGCAGCCCCATCTCAAAGGCCTACCTGAG3′). PCR products were loaded on 2% agarose gels to check the presence of the *Cre* transgene (450 bp), and its positive control (230 bp), the wild type *Dicer* allele (351 bp), the *Dicer* floxed allele (420 bp), and the deleted allele (≈571 bp; Fig. 1).

**Figure 1:**
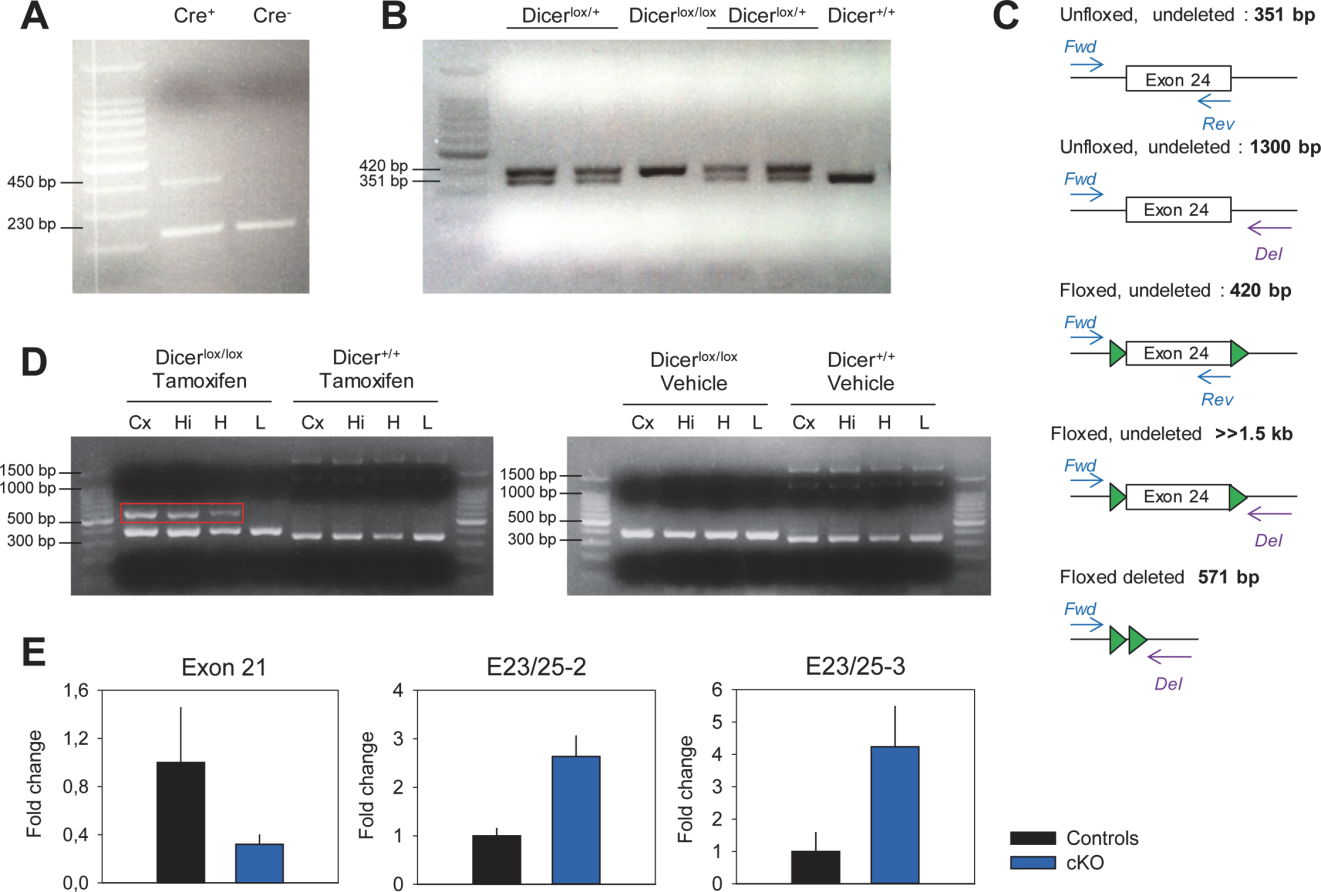
Verification of the genetic recombination in *Dicer* conditional knockout (cKO) mice. A. PCR of genomic DNA to test for the presence (left lane; *Cre^+^*; 450 bp PCR product) or absence (right lane; *Cre^−^*; 230 bp control band) of the *Cre* transgene. **B and C**. PCR of *Dicer* mice to test the presence of loxP sites surrounding exon 24 of *Dicer*. The wild type allele resulted in a 351 bp band, whereas the presence of loxP sites resulted in a 420 bp PCR product, as expected. **C and D**. Injecting *Cre^+^;Dicer^lox/lox^* mice with tamoxifen led to the Cre-mediated excision of exon 24. PCRs were carried out on three different brain tissues i.e., cortex (Cx) hippocampus (Hi), hypothalamus (H), with three primers (i.e. Forward (Fwd) and Reverse (Rev) and Forward and Deleted (Del), see C. Only the brain samples from tamoxifen-induced *Dicer^lox/lox^* mice showed the 571 bp band that is diagnostic of productive recombination at the *Dicer* locus (red box in left panel of D). The large band of 1300 bp in the unfloxed mice (*Dicer^+/+^*) originated from primers Forward and Deleted on the wild-type allele. Note that recombination occurred only in the brain and not in liver (L). Also note that the *Dicer^lox/lox^* mice injected with tamoxifen still showed the non-recombined band (420 bp), indicating that not all cells in the tissue recombined, as expected from the presence of *Camk2a*-negative neurons and non-neuronal cells. **E.** Tamoxifen injection in *Cre^+^;Dicer^lox/lox^* mice (n = 2/genotype) resulted in a down-regulation of *Dicer* mRNA in the hippocampus, indicated by the decrease in exon 21 expression, and in an increase in the splicing of exon 23 onto exon 25. Expression of the exon23–25 splice variant was quantified using two different primer pairs; i.e., E23/25−2 and -3. Exon 21 expression was normalized to that of 3 reference genes, the expression of the exon23-25 splice variant to that of exon 21. Control values were set to 1.

### Verification of the recombination by RT-PCR

cDNA was synthesized from 1μg of total RNA from the hippocampus of cKO and control mice, using random hexamers and SuperScript II reverse transcriptase (Invitrogen, Carlsbad, CA, USA) according to manufacturer’s instructions. cDNA was PCR-amplified using FastStart Universal SYBR Green Master mix (Roche, Basel, Switzerland). To quantify the appearance of exon23-25 spliced transcript upon knockout of exon 24, we used two different pairs of primers targeting the junction between exon 23 and 25: E23/25−2 (Forward: 5′ACGCCTCCTACCACTACAAC3′ and Reverse: 5′TTTCTCCTCATCCTCCTCGG3′) and E23/25∂3 (Forward: 5′AACACTATCACTGCTTAGGAGAT3′ and Reverse: 5′TGGGGACTTCGATATCCTCTTC3′). Expression of the skipped exon 23–25 was normalized to that of exon 21, taken as an internal reference (Forward: 5′GAGTCACCTGCTAAGCTCCA3′ and Reverse: 5′ACATTCATTGCTGGGCTTGG3′). Exon 21 expression was quantified to assess the overall down-regulation of *Dicer* mRNA, and normalized to three reference genes: *Eef1a1* (Forward: 5′ TCCACTTGGTCGCTTTGCT3′ and Reverse: 5′CTTCTTGTCCACAGCTTTGATGA3′), *Nudt4* (Forward: 5′ AAGTTCAAGCCCAACCAGACG3′ and Reverse: 5′TCCTGGGACAATCCATTGGTC3′), and *Trip12* (Forward: 5′ TCCCTGGGATCTACAACACCA3′ and Reverse: 5′ATCATCTCTGCTATGCTGCAAG3′). The mean expression level for each exon in cKO samples was expressed relative to that of the control samples (n = 2/genotype).

### Body weight and composition

Three cKO and 3 control mice were used to assess body weight changes over 90 days, starting the day of the first injection (day 0). Fat and lean body mass were determined on isoflurane-anesthetized animals using a whole-body composition analyzer (EchoMRI LLC, Houston, TX, USA) on day 65.

### Food intake

Four cKO and 4 control mice were used to follow food intake and body weight dynamics. Starting at the day of tamoxifen/vehicle injection, body weight and food consumption were measured every 2–3 days over 17 weeks. Food efficiency was calculated on a weekly basis, as follows:

$${\text{Food efficiency}}_{\left[t\right]}=(\left({\text{body weight}}_{\left[t\right]}-{\text{body weight}}_{\left[t-1\right]})/({\text{food intake}}_{\left[t\right]}-{\text{food intake}}_{\left[t-1\right]}\right))*100$$

where [*t*] and [*t*-1] indicate consecutive weeks.

### Metabolism

Four experimental groups were used to analyze metabolic parameters: cKO mice (n = 6), control mice (n = 6), and *Cre^+^/Dicer^+/+^* injected with tamoxifen or vehicle (n = 6 and 5, respectively). Indirect calorimetry was performed using the Oxymax system (Columbus Instruments, Columbus, OH, USA). Metabolic rate was analyzed over the course of a ‘fed-fasted-refed’ protocol, in which mice were fed *ad lib* for 72h (i.e., 3 consecutive 24h days starting 2.5h before dark onset). On day 3, food was removed 2.5h before dark onset for 15h, and for the subsequent 24h mice were refed *ad lib*. Oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) were measured to calculate energy expenditure (heat production) and the respiratory exchange ratio (RER). Due to a technical problem of the calorimeter, food intake could not be reliably measured during the metabolic experiments. Mice were recorded twice; 21 and 42 days after tamoxifen/vehicle treatment with the first recording occurring at the beginning of the weight gain phase and the second recording immediately after body weight peaked; i.e., at the beginning of the decreasing phase.

### Statistical analysis

cKO and control groups were compared using unpaired, 2-tailed Student’s t-tests. Time courses were analyzed by 2-way repeated measures (RM) ANOVA with factors ‘Time’ and ‘Treatment’; LSD tests were used as post-hoc analysis. Significance threshold was set at p = 0.05.

### Gene expression

Twelve cKO and 12 control mice were used for analyses of gene expression in different brain regions. Transcriptome analyses were performed at two time points; 4 weeks after tamoxifen/vehicle treatment, when mice were already obese but did not reach their peak body weight, and 8 weeks after treatment when the mice were losing weight and returning to normal body weight. Animals were sacrificed 3–4 h after light onset and cerebral cortex, hypothalamus, and hippocampus were dissected using a microscope as follows: the hypothalamus was extracted from the ventral side of the brain, as described in [16]; resulting in a sample measuring 2mm from either side of the third ventricle laterally, from optic chiasm to the posterior border of the mammillary bodies, and the thalamus dorsally. For cortex and hippocampus dissection, two 2mm-thick sagittal slices taken 1mm lateral from the inter-hemispheric fissure were cut using a sagittal slicer matrix (Alto Stainless Matrices, Stoelting CO, IL, USA) in PBS (Life Technologies Europe, Zug, Switzerland). From the two resulting slices, hippocampi and cortex were dissected according to the Mouse Brain Atlas [17]. Brain tissues were homogenized in QIAzol Lysis Reagent (Qiagen, Hombrechtikon, Switzerland). Total RNA was extracted and purified using the RNeasy Lipid Tissue Mini Kit 50 (Qiagen, Hombrechtikon, Switzerland) according to manufacturer’s instructions. All RNA sample amounts were measured with a NanoDrop ND-1000 spectrophotometer (Thermo Scientific, Wilmington, NC, USA) and the quality of RNA samples was verified on Agilent 2100 bioanalyzer chips (Agilent technologies, Basel, Switzerland). Total RNA (100ng) was used to perform target preparation using Ambion WT Expression Kit (Life Technologies Europe, Zug, Switzerland). 5.5μg of each fragmented cDNA was end-labeled with biotin and hybridized to a Mouse 430.2.0 Microarray (Affymetrix, Santa Clara, CA, USA) according to manufacturer’s instructions. For each brain region, tissues from 3 animals per treatment and time point were used, resulting in a total of 12 arrays/tissue (36 arrays total). Microarrays were processed and scanned according to standard procedures. Expression data were normalized and summarized with the robust multi-average (RMA) method implemented in the Affymetrix Expression Console. In addition, the MAS5 normalization algorithm was run to obtain a detection call for each probe set on each array. These algorithms were applied separately to the data from each tissue. Probe sets not called present in at least 3 samples and unannotated probe sets (Affymetrix annotation na33) were removed resulting in 14′713 probe sets in cortex, 14′527 in hippocampus, and 15′460 in hypothalamus. For each gene we kept the probe set with the highest variance across the 12 arrays from a tissue. Limma was used to fit a linear model to the expression data with the four conditions as factors [18]. The comparisons between tamoxifen and vehicle treated animals at each time point were extracted using contrast matrices. *P* values were adjusted for multiple testing with Benjamini and Hochberg’s method to control the false discovery rate (FDR) [19]. Since the expression of many genes in the cortex was altered at 4 weeks with a low fold-change, we applied a non-stringent FDR cut-off of 15%. GeneGo Software (MetaCore, Thomson Reuters, New York, NY, USA) was used for biological analysis of the enriched pathways and cellular processes between cKO and control animals in the microarray data. Raw data are available on GEO database (Accession Number GSE61937).

## Results

### Tamoxifen injection induces a brain-specific deletion of *Dicer* exon 24

Tamoxifen injection in adult mice induced the proper excision of *Dicer* exon 24 in *Cre^+^;Dicer^lox/lox^* mice (cKO mice) but not in *Cre^+^;Dicer^+/+^* control mice (Fig. 1). Recombination in cKO occurred only in the three brain regions tested; i.e., cortex, hippocampus, and hypothalamus, but not in the liver, and only brain samples from tamoxifen-injected *Dicer^lox/lox^* mice showed the 571 bp band that is diagnostic of the recombination at the *Dicer* locus (red box in left panel of D). Vehicle-injected *Cre^+^;Dicer^lox/lox^* and tamoxifen-injected *Cre^+^;Dicer^+/+^* did not show any recombination, in none of the tissues tested (Fig. 1D). The large band of 1300 bp in the unfloxed mice (*Dicer^+/+^*) originated from primers Forward and Deleted on the wild-type allele. However, cKO mice still showed the non-recombined band (420 bp), indicating that not in all cells recombination occurred, as expected from the presence of non-*Camk2a*-expressing neurons and other cells (e.g. glia). We reasoned that in the absence of exon 24, there would be an increased splicing of exon 23 onto exon 25, which could serve as an independent and quantifiable molecular marker for knockout efficiency. Indeed, in the hippocampus of cKO animals, we found a significant increase in exon23-25 splicing (Fig. 1E). Moreover, the level of *Dicer* mRNA seemed down-regulated in the hippocampus of cKO mice, as exemplified by the reduction in exon 21 (Fig. 1E), consistent with the results reported by Konopka *et al.* [10].

### The neuronal knock-down of *Dicer* induces severe but transient obesity, associated with hyperphagia and altered food efficiency

The brain-specific deletion of *Dicer* led to the rapid development of obesity, in all cKO animals we tested thus far (n = 38 in total). In a first cohort, cKO mice accumulated 18.5 g extra weight (or +59%), 47.5 days after tamoxifen injection compared to controls (Fig. 2A and 2B). This increase in body weight was mainly due to an increase in fat mass (Fig. 2B). The time at which body weight peaked did, however, differ among the experimental groups in which the exact peak time was determined [experiment 1 (body composition): day 47.5±1.5, n = 3; experiment 2 (food efficiency): day 38.5±0.5, n = 4; experiment 3 (indirect calorimetry): day 42.0 ±0.0, n = 6; ANOVA factor ‘cohort’: p<0.01; all 3 experiments: day 42.2±0.9, n = 13]. Weight gain at peak time did not significantly differ among cohorts (+12.4±2.2 g or +39%, n = 13 cKO vs. 26 controls). The increase in body weight was associated with increased food intake and food efficiency (Fig. 2C and S1 Fig.), suggesting that obesity was not solely due to increased food intake, but that both hyperphagia and reduced metabolism contributed to the rapid accumulation of white adipose tissue.

**Figure 2:**
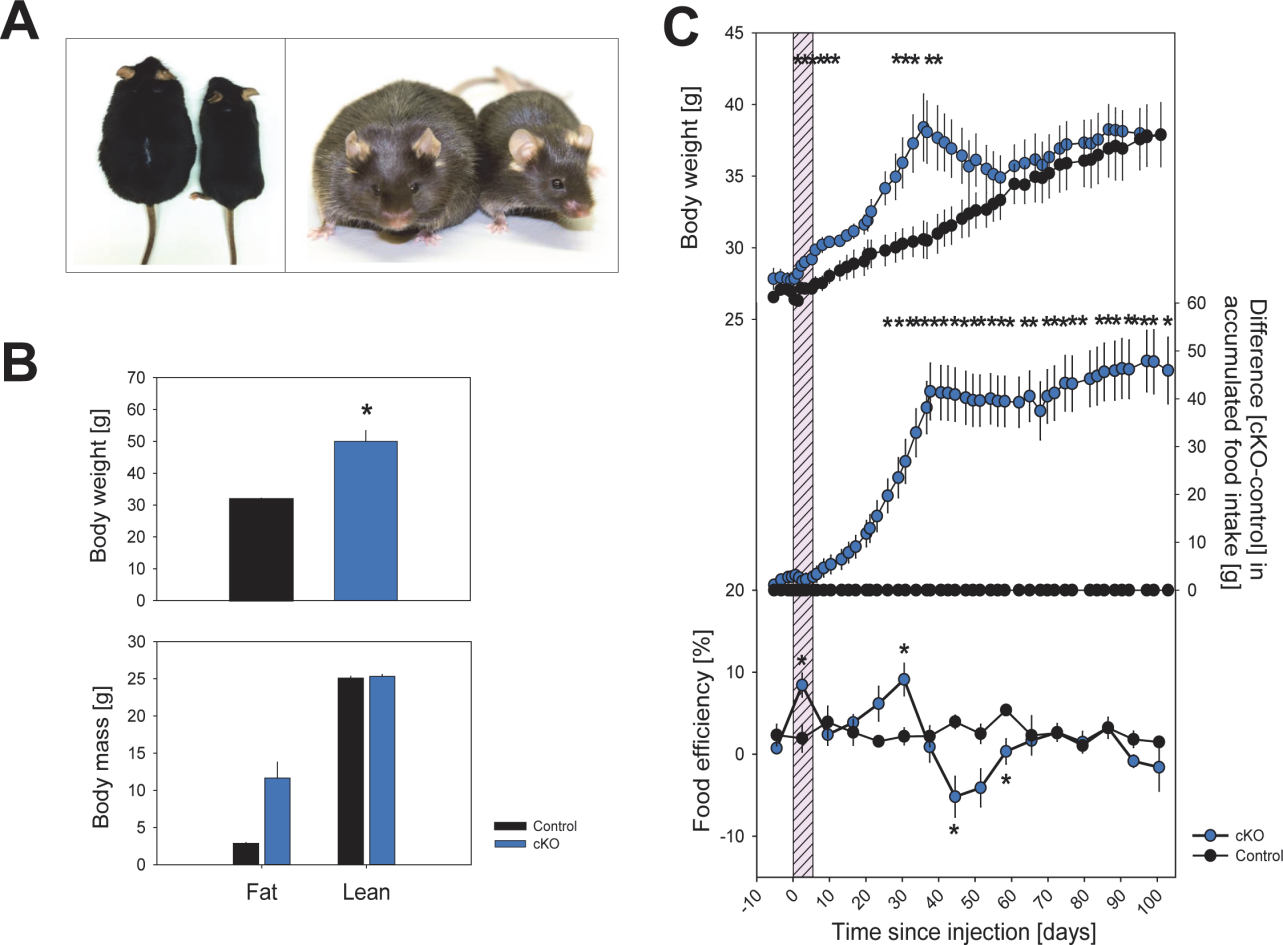
*Dicer* cKO mice show transient obesity. A.Photographs of two representative *Cre^+^;Dicer^lox/lox^* mice injected either with tamoxifen (cKO, 55.2 gr) or vehicle (27.2 gr) taken 49 days after injection. The same two mice are represented from a dorsal (left picture) and frontal (right picture) view. **B.** *Upper panel.* Body weight of cKO and control mice at day 49 (n = 3/group). *Lower panel.* Fat and lean body mass of cKO and control mice at day 65 (n = 3/group). Note that at this time, body weight in cKO mice already decreased. **C.** Body weight and food intake in cKO mice and controls (n = 4/group) over a 17-week period. Dashed grey panel highlights the 5 days of tamoxifen treatment. cKO mice increased their body weight concomitant with increasing food intake until reaching a maximum at day 38. Values reverted to control levels within 3 weeks. Food efficiency was calculated per week. Data expressed as mean (±1 SEM). cKO and control mice are represented in blue and black, respectively. Stars mark significant differences (t-tests p<0.05).

After reaching maximum body weight, cKO mice spontaneously entered a fast descending phase in which they lost weight as rapidly as it was gained (Fig. 2C). The switch from gain to loss occurred within a very short time window and was highly reproducible in that in each of the 38 cKO mouse from 4 independent experimental cohorts showed the same pattern of body weight changes after recombination. At the switch from weight gain to weight loss, cKO mice entered a catabolic state in which food intake abruptly changed from strong hyperphagia to mild hypophagia documented in Fig. 2C by the steep positive slope in cumulative feeding between days 18–39 (i.e., the linear phase of increase: +1.6 gr/day, R^2^ = 0.99, P<0.001) to the slight but significant negative slope between days 39–70 (−0.1 gr/day, R^2^ = 0.62, P<0.001; linear regression on mean values). This mild hypophagia is, however, not sufficient to explain the pronounced and fast decrease in body weight. This discrepancy is compellingly illustrated by the large negative food efficiency values observed during the catabolic state that dropped from +9.1 during obesity to −5.2%, while in control mice food efficiency remained constant at an intermediate +2.6% throughout the experiment (Fig. 2C). Finally and similarly surprising was the observation that after losing the extra weight they gained, cKO mice joined the normal growth curve of the control mice (Fig. 2C). These data strongly suggest that both altered feeding and disturbed metabolism contributed to this unique obesity phenotype.

### Obesity is associated with reduced basal metabolism, reduced locomotor activity, and unresponsiveness to fasting

To further investigate this metabolic aspect, indirect calorimetry was used to assess oxygen consumption (VO_2_), heat production, and locomotion at two time points. A first, 5-day recording was carried out starting 21 days after tamoxifen injection; i.e., the time food efficiency started increasing in cKO mice just before entering the ascending phase of body weight gain (referred to as “pre-obese”). This 5-day experiment was repeated on day 42 after tamoxifen injection; the time window when mice reached peak body weight (referred to as “obese”). cKO mice were compared to three control groups: *Cre^+^;Dicer^+/+^* mice injected with tamoxifen and *Cre^+^;Dicer^+/+^* and *Cre^+^;Dicer^lox/lox^* mice injected with vehicle. No difference was observed among the three control groups (p>0.1, see S2 Fig.) and values were averaged for presentation. The lack of a difference among controls demonstrated that the effects observed were not due to tamoxifen or to the *Cre*-transgene.

During baseline, pre-obese cKO mice had normal respiratory exchange ratio (RER) and VO_2_ values, but were less active (Fig. 3; ANOVA, factors ‘Time’ and ‘Group’: p<0.001). Obese cKO mice showed a lower baseline metabolism, as evidenced by a lower VO_2_ (Fig. 3A and B) and a lower RER (preferential lipid oxidation), consistent with a catabolic state. In addition, obese cKO mice, like the pre-obese cKO mice, were less active than control mice (Fig. 3D).

**Figure 3:**
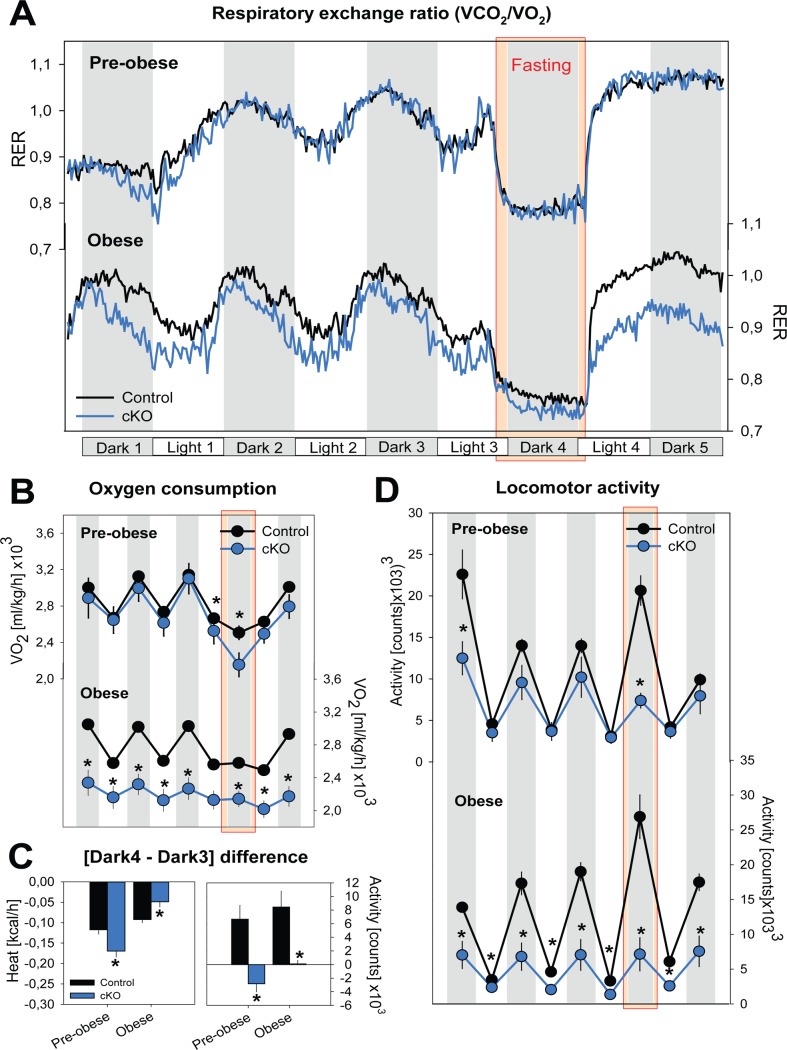
*Dicer* cKO mice show reduced basal metabolism and activity, and an altered response to fasting. Metabolic parameters and locomotor activity were measured during an *ad lib* fed state (72h baseline) followed by a 15h overnight fasting period and subsequent 24h refeeding. Data are shown as mean (±1 SEM) and statistical differences are indicated by stars above graphs (t-tests, p<0.05). Values of the three control groups (see text) were averaged. **A and B**. Compared to control mice (black; n = 18), obese cKO mice (blue; n = 6) showed reduced respiratory exchange ratio both under baseline and in response to fasting, mostly due to a lower VO_2_. Pre-obese mice show only a reduction in VO_2_ during fasting. **C.** Both pre-obese and obese cKO mice fail to enhance locomotor activity and showed a larger and smaller drop in heat production, respectively. **D**. Obese cKO mice have an overall reduction of locomotor activity, both in baseline and in response to fasting.

To evaluate metabolic adaptation to changes in energy supply, mice were challenged with a 15h period of fasting. In control animals, fasting induced a decrease in metabolism (i.e., reduced VO_2_ and heat production, Fig. 3B and 3C), a metabolic switch to lipids (decrease in RER; Fig. 3A), and increased locomotor activity, likely reflecting food seeking behavior [Fig. 3D [20]]. In pre-obese cKO mice, fasting induced a larger drop in both VO_2_ and heat production as compared to controls (Fig. 3B and C). Conversely, in obese cKO mice, fasting only marginally reduced VO_2_ and heat production compared to controls (Fig. 3B and C) likely as a result of the baseline state being already catabolic, consistent with the lower RER in both fed and refed states. Interestingly, cKO mice were also less responsive to fasting in terms of enhancing locomotor activity (Fig. 3C and D). This lack of food-seeking behavior did not depend on body weight and was observed in both the pre-obese and obese states (analysis not shown). Together, these data indicate that neuronal deletion of *Dicer* disrupted metabolic balance and impaired behavioral and metabolic adaptation to rapid changes in energy supply.

### The brain transcriptome of obesity dynamics

Although conditional *Dicer* deletion has been shown to importantly decrease most miRNAs in the targeted cells [10,12,21,22], to gain insight into the specific molecular pathways that could underlie the obesity phenotype, we investigated the changes in mRNA expression in the brain. 

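Dicer cuts miRNA precursors into mature miRNAs. Once tamoxifen activates the Cre recombinase in the cKO mice, an exon of the Dicer gene is excised in neurons that express Camk2a. Camk2a is a kinase of excitatory forebrain neurons. Mice received tamoxifen (cKO, 10 mg in all) or vehicle (control) over 5 days at 8 weeks of age, and cortex, hypothalamus and hippocampus were taken 4 or 8 weeks later. Total RNA of each tissue was hybridized to Affymetrix mouse arrays, on which a probe set is a group of short probes for 1 transcript. There were 36 arrays in 12 groups of 3 animals. The authors normalized the arrays of each tissue together with RMA, which corrects the background, gives all arrays the same distribution of probe values and summarizes the probes of a set. The deposited values are on the log2 scale, and levels were compared within a tissue only. Differences between their group means equalled the log2 fold changes of S1 Table within 4.81e-06.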

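Genes were tested as in the paper's methods as far as the values allow. The present calls behind the study's filter were not available, so probe sets with a gene name were ranked by their third-highest value among the 12 arrays of a tissue. They were kept until, with the most variable probe set per gene, the number in the methods was reached, which the methods give as probe sets and the legend of Fig. 4 as genes: 14713 genes in the cortex, 15460 in the hypothalamus and 14527 in the hippocampus. The lowest third-highest value so kept was 4.30 in the cortex, 4.88 in the hypothalamus and 4.64 in the hippocampus. limma was fitted to the 4 groups of each tissue, with two-sided p-values adjusted by the method of Benjamini and Hochberg, and a gene was called at an FDR of 15%, the paper's threshold. The number of arrays limits the precision: 3 animals against 3 allow no exact permutation p below 0.1. In simulated 4-week cortex values, 34.3% of 67 genes changed by 0.5 on the log2 scale were called, 89.6% of those changed by 1, and 97.0% of those changed by 1.5. Of the genes called there, 18.3% were false.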

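Dicer1 itself was measured by 2 probe sets, and whether their probes lie in the exon that is excised is not given in the sources used here. On the more variable one its log2 level in the cortex at 4 weeks was 6.67, 6.77 and 6.57 in the 3 cKO mice and 5.86, 6.16 and 6.65 in the 3 controls, a difference of 0.45 (SE 0.20, adjusted p = 0.214 from limma). At 8 weeks the difference was 0.33. Of 31 alternative settings, some chosen after seeing the data, 3 called the 4-week difference. Its values over them ranged from -0.12 to 0.71. The other probe set, at a higher level, differed by 0.10 at 4 weeks and 0.0455 at 8 weeks. On the first one the difference was 0.07 at 4 weeks and -0.09 at 8 weeks in the hypothalamus, and -0.07 and 0.03 in the hippocampus, whereas the paper's PCR of genomic DNA shows the exon excised in all 3 tissues (Fig. 1). Without the position of the probes, these values say nothing on the success of the excision. By RT-PCR outside the excised exon, the paper also reports that Dicer mRNA seemed lower in the hippocampus of cKO mice. No clear fall was seen on the arrays of that tissue, where the other probe set differed by 0.04 at both times. Camk2a differed by -0.07 in the cortex at 4 weeks on its most variable probe set, and by -0.0097 to 0.12 on its others.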

We performed cortical, hypothalamic, and hippocampal transcriptome analyses, in a fourth cohort 4 weeks after treatment, when mice showed body weight gain (+8.1±1.1 g or +28.3%, n = 6 compared to controls; t-test p<0.001), and 8 weeks after treatment, when body weight no longer differed from control levels (+4.8±2.4 g or +14.9%; t-test p = 0.11). 

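In the cortex 4 weeks after tamoxifen, genes that mark the leptomeninges, the membranes on the surface of the brain, were higher in cKO than in control mice. Of 54 such genes, listed before the data were examined, 26 rose and none fell (40 rose and 1 fell when adjusted over the list alone). Slc47a1, an exporter of organic cations, rose by 1.30 on the log2 scale (SE 0.33, adjusted p = 0.121), and Col1a2, a chain of type I collagen, by 1.04 (SE 0.24, adjusted p = 0.107). The median change of the list was 0.55, with an adjusted p of 5.45e-12 against other genes by camera at a preset correlation of 0.01 (adjusted p = 0.336 with an estimated correlation). By fry, which asks whether the genes of a list move one way on balance, the adjusted p was 0.0131. The list was written after S1 Table had been read and shares 27 genes with it, so its direction is not independent evidence.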

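Outside this list the largest rises included Slc26a7, an anion transporter, at 5.44 ± 0.35 (SD, n = 3 mice) in cKO and 4.09 ± 0.23 in control mice (log2; adjusted p = 0.0334 from limma), and Tdo2, which breaks down tryptophan, with a change of 1.20 (SE 0.22, adjusted p = 0.0942). Anxa1, a calcium-dependent phospholipid-binding protein, rose by 1.02 (SE 0.14, adjusted p = 0.0529). Among the largest falls were Fbxw2, a subunit of a ubiquitin ligase, at -1.51 (SE 0.34, adjusted p = 0.106), Krit1, a gene of cerebral cavernous malformations, at -1.53 (SE 0.47, adjusted p = 0.148), and Sowaha at -1.49 (SE 0.30, adjusted p = 0.0942). Of 33 transcripts known to be kept in the nucleus or to be rich in introns, 2 rose and 2 fell (3 and 17 when adjusted over the list alone), with a median change of -0.48 (adjusted p = 1.9e-07 by camera, adjusted p = 0.336 with an estimated correlation). Malat1, a nuclear noncoding RNA, differed by -2.84 (SE 0.83, adjusted p = 0.14), but its groups overlapped. Of 19 genes of excitatory neurons none rose and 2 fell (0 and 4 over the list alone): Cux2 fell by 1.03 and Tbr1 by 0.88, both regulators of cortical layers (adjusted p = 0.000303 for the list by camera, adjusted p = 0.326 with an estimated correlation). The lists of cortical layers did not fall. The median deviation of deep-layer genes was 0.12, 0.14 and 0.14 in the cKO arrays and 0.00312, 0.0355 and 0.0218 in the controls. For upper-layer genes it was 0.0138, -0.0366 and 0.14 in cKO and -9.01e-05, -0.031 and 0.0813 in the controls.

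**Figure D1:**
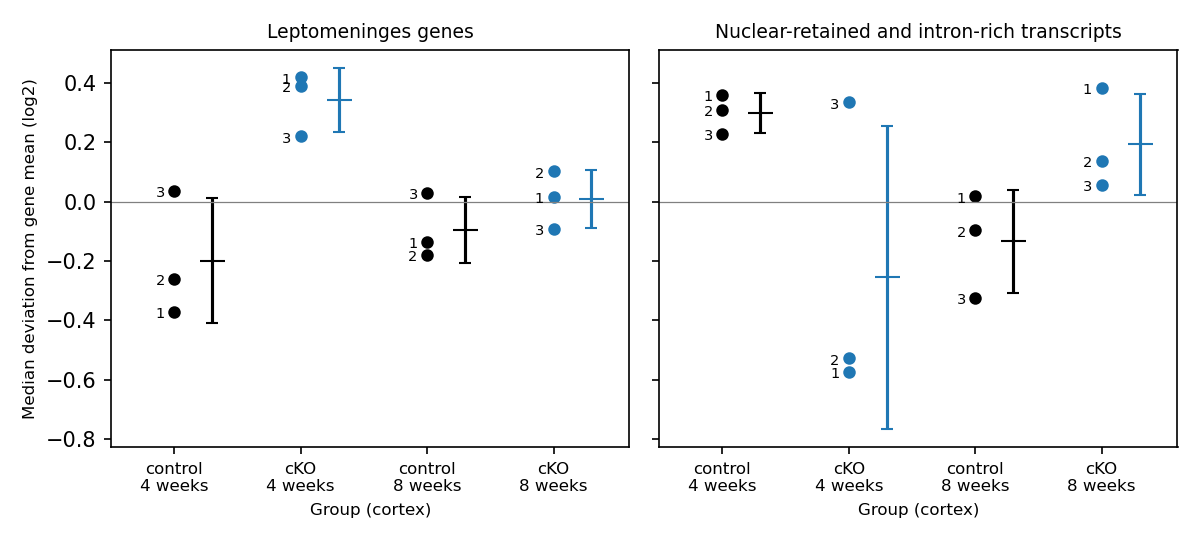
Median deviation of the genes of a list from their mean over the 12 cortex arrays (log2), for leptomeninges genes and for nuclear-retained and intron-rich transcripts; each point is 1 array with its replicate number, and bars give the mean and SD of 3 arrays. For the leptomeninges genes the 4-week cKO arrays sit at 0.42, 0.39 and 0.22 and the controls at -0.37, -0.26 and 0.04; for the nuclear-retained transcripts replicate 3 of the 4-week cKO group sits at 0.33, among the controls, and the other two at -0.57 and -0.53.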

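In all, 769 of 14713 genes were called, with a median size of change of 0.51. With the methods' number counted as probe sets, a setting chosen after seeing the data, 313 were called. In 729 of the 769 and in 19.1% of all genes the 3 cKO arrays lay on 1 side of the 3 controls, where chance gives 10%; in the cortex at 8 weeks, without calls, that share was 17.5%. The count rests on single arrays. Without 4-week cKO replicate 1, 2 or 3 it was 3, 2 or 4198. Without 4-week control replicate 1, 2 or 3 it was 1, 0 (1892 genes at an unadjusted p under 0.05 from limma) or 6819. The 8-week arrays enter through the spread: the count was 399, 1264 or 144 without cKO replicate 1, 2 or 3 and 80, 6 or 174 without the controls. Control replicate 3 and cKO replicate 3 at 4 weeks and cKO replicate 2 at 8 weeks stood apart from the other cortex arrays. Without these 3, a setting chosen after seeing the data, 9117 genes were called, and the genes named here had adjusted p-values of 0.000201 (Sowaha) to 0.014 (Tdo2). The 4-week arrays among these 3 lay between the groups, so leaving them out widens the difference by construction. Their positions were 0.389 (cKO) and 0.494 (control) on an axis from the other controls (0) to the other cKO arrays (1). Of Slc47a1, Col1a2, Slc26a7, Tdo2, Anxa1, Fbxw2, Krit1 and Sowaha, 2 kept their call without 4-week cKO replicate 1 (adjusted p up to 0.36), 1 without cKO replicate 2 (0.407) and 0 without control replicate 1 (0.398) or 2 (0.36). Without 8-week cKO replicate 1 (0.168) or 3 (0.184), 7 and 6 kept it, and without 8-week control replicate 1 (0.187), 2 (0.21) or 3 (0.168), 4, 2 and 6. The calls of Cux2 and Tbr1 were lost without the same 4-week arrays (up to 0.375) and without 8-week control replicate 2 (0.152).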

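The change in the cortex was compared with that in the hypothalamus of the same groups by testing the difference of the changes. Etfbkmt, which methylates a mitochondrial electron carrier, had a change 0.91 higher in the cortex (SE 0.14, adjusted p = 0.0186 from limma), and Npl, an enzyme of sialic acid breakdown, one 0.70 higher (SE 0.11, adjusted p = 0.0192). Agpat2, an enzyme of phosphatidic acid synthesis, had a change 0.68 higher. The changes of Fbxw2 and Sowaha were lower in the cortex by differences of -1.73 and -1.64. In all, 1871 of 10929 genes measured in both tissues differed, 1363 with a higher and 508 with a lower change in the cortex, with a correlation of 0.143 allowed between arrays of 1 animal. Against the hippocampus the count was 115 of 10810 genes. At 8 weeks it was 0 for the cortex against the hypothalamus (704 genes at an unadjusted p under 0.05 from limma). The 1871 became 437 when the shared animals were ignored, 183, 79 and 3448 without cKO replicate 1, 2 and 3 at 4 weeks, and 2, 212 and 4566 without control replicate 1, 2 and 3. Without the 3 arrays that stood apart it was 5881.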

At 4 weeks, we observed a large number of transcripts that were significantly affected by the absence of *Dicer* specifically in the cerebral cortex (Fig. 4 and S3 Fig.). 

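In the hypothalamus at 4 weeks no gene was called by limma, with 425 of 15460 at an unadjusted p under 0.05, fewer than chance gives. The lowest p belonged to Nolc1, a nucleolar phosphoprotein, with a difference of 0.38 (SE 0.06, adjusted p = 0.832), Hsd3b3, a steroid dehydrogenase, with 0.59, and Unc5b, a netrin receptor, with 0.41. Of the feeding genes, Pmch differed by -0.10 from a control level of 13.48, Nts by -0.04 and Npy by -0.14. Genes of oligodendrocytes, the myelin-forming cells, were higher in 16 of 17 cases with a median of 0.16 (adjusted p = 6.55e-05 by camera, adjusted p = 0.981 with an estimated correlation), with Mal, a myelin protein, at 0.29.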

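In the hypothalamus at 8 weeks no gene passed limma without a replicate block (1023 at an unadjusted p under 0.05), and 2 passed with one (1089). Tspo, a mitochondrial protein that rises in activated glia, differed by 0.95 (SE 0.13, adjusted p = 0.195, and 0.0682 with the block), S100a6, a calcium-binding protein, by 0.62 (adjusted p = 0.248), and Vip, a neuropeptide, by -1.65 (SE 0.28, adjusted p = 0.37). All 23 genes of microglia, the immune cells of the brain, were higher, 19 of them past the threshold when adjusted over the list alone and 0 over all genes, with a median of 1.14 (adjusted p = 2.25e-20 by camera, adjusted p = 0.242 with an estimated correlation). C1qa, a complement component, differed by 1.65 and Tyrobp, a microglial adaptor, by 1.73. The list's median deviation was 1.54, 0.85 and -0.15 in the 3 cKO arrays and -0.14, -0.49 and -0.16 in the controls, so that 1 cKO array lay among the controls. Of 25 genes of cholesterol synthesis and transport, 17 were lower and 3 higher over the list alone, with a median of -0.28 (adjusted p = 3.26e-07 by camera, adjusted p = 0.242 with an estimated correlation). Insig1, a sterol sensor, differed by -0.55. The difference between the 3′ and 5′ probe sets of actin, a sign of RNA quality, was lower in cKO by -0.25 (two-sided exact permutation p = 0.1).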

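In the hippocampus no gene was called by limma at 4 weeks (917 at an unadjusted p under 0.05) or 8 weeks (858). At 4 weeks the lowest p belonged to Cdkn1c, a cell-cycle inhibitor, at -0.65, Crispld2, a secreted protein, at -0.58, and Ppara, a receptor for fatty acids, at -0.64 (adjusted p = 0.625 for each). At 8 weeks it belonged to Endou at -0.52, Edn1, a vasoconstrictor peptide, at -0.55, Scd3, a fatty acid desaturase, at -0.60, and Ttll3, a tubulin glycylase, at 0.64 (adjusted p = 0.439 for each). Leptomeninges genes were lower at 4 weeks, with 34 of 56 past the threshold when adjusted over the list alone and a median of -0.34 (adjusted p = 4.29e-16 by camera, adjusted p = 0.696 with an estimated correlation). Mgp, a matrix protein, differed by -0.74. At 4 weeks cKO replicate 3 stood apart in nuclear-retained transcripts, a sign of RNA quality. Their median deviation was -0.51 in this array, 0.14 and 0.02 in the other cKO arrays, and 0.09, 0.05 and 0.11 in the controls. Genes of ependymal cells, the ciliated lining of the ventricles, were higher at both times, with medians of 0.26 (adjusted p = 0.000202 by camera, adjusted p = 0.715 with an estimated correlation) and 0.42 (3.52e-06 and 0.621).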

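The paper's methods name a Student's t-test for cKO against control groups, but limma for the arrays. Applied to the arrays here, the methods' t-test called 0 genes in the hypothalamus at both times (383 and 818 at an unadjusted p under 0.05). It called 0 in the hippocampus at 4 weeks (570) and 1 at 8 weeks. In the hypothalamus at 8 weeks limma with array weights called 558 genes, and a replicate block, which the correlations of like-numbered arrays (0.198, 0.264 and 0.271) call for there, gave Tspo and Ifitm3, an interferon-induced membrane protein (1.28, SE 0.16, adjusted p = 0.0928), in place of 0. The block was fitted over all arrays of this tissue, so it also covered the 4-week arrays, whose correlations (0.114, -0.0258 and 0.230) do not call for it. The p-values of the other genes and of the lists here are those without the block. In the hypothalamus at 8 weeks the count was 1 without cKO replicate 2 and 514 without cKO replicate 3. In the hippocampus at 4 weeks it was 2 without cKO replicate 1, and at 8 weeks 3 with array weights.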

For both the 4- and 8-week time points, no differences could be observed in the hypothalamus, neither in the hippocampus (S3 Fig.). This lack of response was not due to a larger variability among biological replicates in these two tissues compared to cortex (S4 Fig.).

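Replicates differed more in the cortex than in the other tissues. Over the tested genes, the median coefficient of variation in the cortex was 10.1% in cKO and 12.9% in control mice at 4 weeks, and 10.7% and 7.46% at 8 weeks (n = 3 per group). In the hypothalamus it was 7.91%, 8.01%, 6.65% and 6.79% in the same order, and in the hippocampus 9.90%, 7.05%, 8.44% and 7.28%. The median residual SD of a gene within groups was 0.18 in the cortex, 0.13 in the hypothalamus and 0.14 in the hippocampus (log2). By the mean of the 4 coefficients of variation of a tissue, the cortex had 1.40 times the spread of the hypothalamus and 1.26 times that of the hippocampus. Single genes show the spread of the 4-week cortex: Malat1 had an SD of 2.26 in cKO and 0.47 in control mice, and Nts 0.19 and 0.95. In simulated values, genes changed by 0.5 on the log2 scale were called in 71.6% of cases in the hypothalamus and 61.2% in the hippocampus at 4 weeks.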

**Figure 4:**
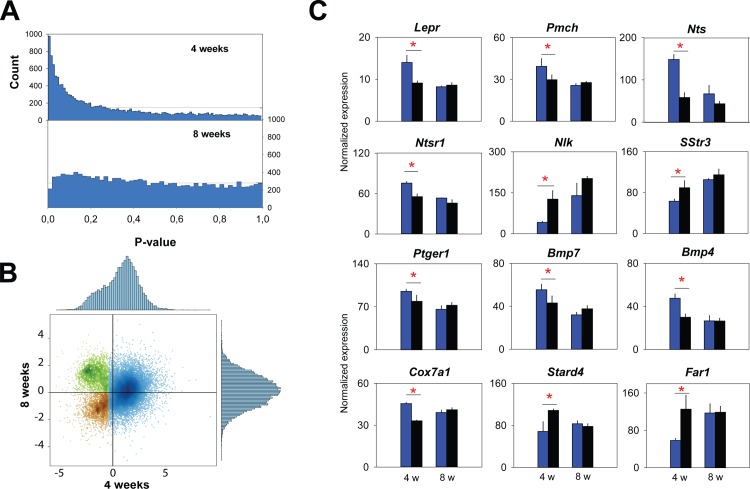
Gene expression of *Dicer* cKO and control mice in the cortex. A.P-value histograms for [cKO-control] comparisons in the cortex at 4 and 8 weeks. The horizontal line represents the number of P values expected by chance. The continuous decrease in P values from 0 to 0.4 suggests that a majority of genes are differentially expressed at 4 weeks. At 8 weeks none of the transcripts were differentially expressed. **B.** Scatter plot and distributions of the moderated t-statistic at 4 weeks and 8 weeks for 14′713 genes in the cortex. X- and Y-axis: moderated t from the cKO-control contrast at 4 and 8 weeks, respectively. At 4 weeks, the t-statistic distribution is skewed with a majority of genes having positive values. At 8 weeks, the distribution is symmetrical with a modal value close to zero. The three clusters (brown, green, blue) were defined by fitting a two-component Gaussian mixture model on each of the two marginal distributions (“mclust” R). Brown: data belonging to component 1 in both distributions. Green: data belonging to component 1 in the 4 weeks distribution and to component 2 in the 8 weeks distribution. Blue: data belonging to the 4 weeks component 1 which did not separate into two distinct clusters at 8 weeks. **C**. Mean (±1 SEM) expression of genes related to food intake, thermogenesis, and lipid metabolism (n = 3/condition). Blue bars represent the cKO mice and black bars the controls. Bars are grouped by 4-week (4 w, left pair of bars) and 8-week (8 w, right bar pair) values.

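Perp, a membrane protein induced by p53, had the lowest p of the cortex at 4 weeks (change 0.88, SE 0.10, adjusted p = 0.0146 from limma), and 3318 genes (22.6% of 14713) had an unadjusted p under 0.05, against 735.65 in each of 20 bins under a flat distribution. Among the omissions of single arrays, only that of 4-week control replicate 2 ended the call of Perp (adjusted p = 0.158). The call was also lost with only the 6 arrays compared (0.353), with the methods' t-test (0.359) and with the nuclear-retained (0.421) or leptomeninges score (0.837) as a covariate, settings chosen after seeing the data that also take out part of the difference between the groups. The counts fell from bin to bin over the lower range, to 1805 between 0.05 and 0.1 and 555 between 0.35 and 0.4. The share of genes without a change, estimated with limma's convest method from the whole distribution, was 42.1% at 4 weeks and 88.8% at 8 weeks. At 8 weeks 697 genes (4.74%) had an unadjusted p under 0.05. Genes move together, so these shares carry no simple error. The 22.6% became 13.1%, 11.7% and 30.8% without cKO replicate 1, 2 and 3, and 12.1%, 12.9% and 40.7% without control replicate 1, 2 and 3.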

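At 4 weeks 67.3% of the 14713 genes had a moderated t above 0, with a median change of 0.11 (log2), and at 8 weeks 55.3% with a median of 0.02. Among genes with an unadjusted p under 0.05 from limma, 2372 were higher and 946 lower at 4 weeks, and 431 and 266 at 8 weeks. Genes of the immediate early response to neuronal activity had a median of 0.14, near that of all genes: 14 of 21 were higher, such as Fosb at 0.24, others lower, such as Nr4a2 at -0.50, and none passed the test, also when adjusted over the list alone. Of 36 ribosomal protein genes 1 rose, Rpl14 at 0.43, and the median was 0.05. The share above 0 was 58.3% after each array was centred on its median. With the leptomeninges score of each array as a covariate, a setting chosen after seeing the data, it was 44.4%; this score separates the 4-week groups, so the setting also removes part of any difference between them.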

In the cortex, 1020 genes were differentially expressed in cKO mice 4 weeks after treatment. Of those, 828 (i.e., 81%) were up-regulated (Fig. 4A, S1 Table). 

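The 769 genes called in the cortex at 4 weeks hold several with known roles in the p53 response. Of 22 genes of p53 signaling and apoptosis 5 rose and none fell (7 rose and 1 fell when adjusted over the list alone). Aen, an exonuclease induced by p53, rose by 0.58 (SE 0.11, adjusted p = 0.0942), Jun, a transcription factor of stress signaling, by 0.53 (SE 0.11, adjusted p = 0.0942) and Casp9, a protease of apoptosis, by 0.53. The list's median was 0.07 (adjusted p = 0.681 by camera, adjusted p = 0.0131 by fry, both two-sided). Gfap, a filament of astrocytes, rose by 0.69 (SE 0.18, adjusted p = 0.128), as 1 of 2 risen genes among 20 of astrocytes, and Foxo1, a target of insulin signaling, by 0.52, the only call among 24 genes of leptin and PI3K signaling (1 rose and 1 fell over the list alone). S1 Table lists the paper's 1020 genes; 807 of its probe sets were among those tested, all 807 changed in the listed direction, and 645 were called. This is a comparison of the same arrays. The methods' t-test called 1 gene (1709 at an unadjusted p under 0.05). The calls of Aen, Jun, Gfap and Foxo1 were lost without 4-week cKO replicate 1 (adjusted p up to 0.298) or 2 (0.393), control replicate 1 (0.379) or 2 (0.32), or 8-week control replicate 2 (0.193), and that of Gfap also without 8-week control replicate 1 (0.177) or 3 (0.151).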

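Of the 769 called genes, 625 (81.3%) rose and 144 fell. Among the largest rises were those of Asgr1, a lectin known from liver, at 1.36 (SE 0.21, adjusted p = 0.0649), Prg4, a lubricating glycoprotein, at 1.08 (SE 0.19, adjusted p = 0.0942), and Bche, a cholinesterase, at 1.05 (SE 0.24, adjusted p = 0.113). Rufy2 at -1.82 (SE 0.47, adjusted p = 0.124), Mfsd6 at -1.58 (SE 0.37, adjusted p = 0.113) and Dnajc14, a chaperone of the endoplasmic reticulum, at -1.37 (SE 0.38, adjusted p = 0.134) fell. The share of rises was 80.4% after each array was centred on its median. It was 64.3% and 74.4% without replicate 3 of the 4-week cKO and control groups, the omissions of a single array with the most calls. It was 70.6% without the 3 arrays that stood apart and 71.4% with array weights, which both gave more calls. Without 4-week cKO replicate 1 or 2 or control replicate 1 it was 100% of 3, 2 and 1 genes. The calls of Asgr1, Prg4, Bche, Rufy2 and Mfsd6 were lost without 4-week cKO replicate 1 (adjusted p up to 0.328) or 2 (0.386) or control replicate 1 (0.386) or 2 (0.331), and some of them without 8-week cKO replicate 3 (0.165) or control replicate 1 (0.169), 2 (0.186) or 3 (0.151).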

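Nts encodes neurotensin, a peptide that reduces food intake, and was higher in the cortex of cKO mice at 4 weeks, at 7.20 ± 0.19 against 5.89 ± 0.95 (log2, SD, n = 3 mice). This is a change of 1.32 (SE 0.40, adjusted p = 0.148 from limma). Ntsr1, its receptor, rose from 5.74 ± 0.01 to 6.24 ± 0.08 (change 0.50, SE 0.14, adjusted p = 0.139), and Pmch, the precursor of melanin-concentrating hormone, from 4.68 ± 0.13 to 5.27 ± 0.35 (change 0.59, SE 0.18, adjusted p = 0.148). Lepr, the leptin receptor, has 4 probe sets. The most variable one above the filter differed by -0.30 (SE 0.21, adjusted p = 0.372), another above it by 0.07, and 2 below it by 0.05 and by 0.75, the latter, which S1 Table lists, from 3.03 to 3.78. Of 35 genes of feeding and appetite, 3 rose and 1 fell (5 and 2 when adjusted over the list alone), with a median of 0.11 (adjusted p = 0.833 by camera); 6 of them are in S1 Table, so this is not independent evidence. Npy, which drives feeding, differed by -0.04. The control level of Pmch lay near the lowest third-highest value kept by the filter, 4.30. Genes of hypothalamic neurons had median deviations of 0.22, 0.10 and 0.13 in the cKO arrays and 0.03, -0.05 and -0.11 in the controls. Those of deep cortical layers were also higher in each cKO array. Whether the tissue taken differed between the groups was not tested for Nts, Ntsr1 and Pmch. The calls of Nts, Ntsr1 and Pmch were lost without 4-week cKO replicate 1 (adjusted p up to 0.363) or 2 (0.393) or control replicate 1 (0.398) or 2 (0.345), and without 8-week cKO replicate 1 (0.166) or 3 (0.174) or control replicate 1 (0.198) or 2 (0.21), and those of Nts and Pmch also without 8-week control replicate 3 (0.179).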

Several among those have documented links to feeding control and maintaining proper energy balance; e.g., the leptin receptor (*Lpr*) and pro-melanin-concentrating hormone (*Pmch*) were up-regulated, as were neurotensin (*Nts*) and its receptor (*Ntsr1*; Fig. 4A and C, S1 Table). Expression of other genes, such as Nemo-like kinase (*Nlk*) and somatostatin receptor 3 (*Sstr3*) were down-regulated in cKO mice and thus are unlikely direct miRNA targets. 

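Nlk, a kinase that acts on WNT signaling, fell in the cortex at 4 weeks from 6.89 ± 1.10 in control to 5.37 ± 0.23 in cKO mice (log2, SD, n = 3), a change of -1.53 (SE 0.45, adjusted p = 0.143 from limma), although single mice of the groups overlapped. Its other probe sets differed by -0.79 and -0.37. Sstr3, a receptor for somatostatin, differed by -0.47 (SE 0.28, adjusted p = 0.308) on its most variable probe set and by -0.74 on another. At 8 weeks the differences were -0.78 for Nlk and -0.23 for Sstr3, neither called. Of 51 genes of WNT, TGF-beta and BMP signaling 7 rose and only Nlk fell (13 and 1 when adjusted over the list alone), among them Smad6, an inhibitor of BMP signaling, at 0.75, and Fzd7, a WNT receptor, at 0.58. The list was not shifted against other genes (median 0.19, adjusted p = 0.499 by camera), and 10 of its genes are in S1 Table. The call of Nlk was lost without 4-week cKO replicate 1 or 2 or control replicate 1 or 2, at adjusted p-values up to 0.403, without 8-week cKO replicate 1 (0.157) or 3 (0.181) or control replicate 1 (0.193), 2 (0.207) or 3 (0.178). Whether these transcripts carry miRNA seed matches was not analysed here.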

Interestingly genes involved in heat production through white-to-brown adipocyte transition, such as prostaglandine E receptor 1 (*Ptger1*), cytochrome c oxidase (*Cox7a1*) and bone morphogenetic proteins (*Bmp4-7*) were also found up-regulated in the cortex of cKO mice (Fig. 4C, S1 Table). 

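Bmp4 and Bmp6, secreted factors of the BMP family, rose in the cortex at 4 weeks by 0.88 (SE 0.22, adjusted p = 0.113 from limma) and 0.84 (SE 0.17, adjusted p = 0.0942), the former from 4.68 ± 0.44 to 5.56 ± 0.21 (log2, SD, n = 3 mice). Bmp5 rose by 0.39 (SE 0.11, adjusted p = 0.139), and Cox7a1, a subunit of cytochrome c oxidase, from 5.05 ± 0.04 to 5.51 ± 0.04 (adjusted p = 0.0942). Bmp7 differed by 0.69 (SE 0.22), just short of the threshold with an adjusted p of 0.151, and by 0.79, on the probe set that S1 Table lists, and 0.22 on its others. Ptger1, a receptor for prostaglandin E, differed by 0.21 (SE 0.15, adjusted p = 0.375) and by -0.27 on its other probe set. Of 21 genes of thermogenesis 7 rose and 1 fell (10 and 2 when adjusted over the list alone). Cidea, a lipid droplet protein of brown fat, rose by 0.59 and Ptgs2, a prostaglandin synthase, by 0.54, whereas Ppara fell by 0.40. The list's median was 0.27 (adjusted p = 0.102 by camera, adjusted p = 0.0131 by fry); 7 of its genes are in S1 Table, so it is not independent evidence. At 8 weeks Bmp4 differed by 0.18, Bmp6 by 0.21 and Cox7a1 by -0.07. The calls of Bmp4, Bmp5, Bmp6 and Cox7a1 were lost without 4-week cKO replicate 1 (adjusted p up to 0.346) or 2 (0.368), control replicate 1 (0.394) or 2 (0.35), or 8-week control replicate 2 (0.202). Bmp5 was also lost without 8-week cKO replicate 1 (0.157), and Bmp4 and Bmp5 without cKO replicate 3 (0.179) or control replicate 1 (0.187) or 3 (0.164).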

Other genes that participate in lipid metabolism (*Dgkd, Far1, Pld1, Stard4*) and immune-related responses (*Hsp90aa1, Hspb8, Il22, Il4*) showed significantly changed expression as well (Fig. 4C, S1 Table). 

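Pld1, which makes phosphatidic acid, rose in the cortex at 4 weeks from 6.22 ± 0.12 to 6.86 ± 0.03 (log2, SD, n = 3 mice; change 0.65, SE 0.11, adjusted p = 0.0942 from limma). Dgkd, a diacylglycerol kinase, fell on its most variable probe set by 0.83 (SE 0.25, adjusted p = 0.143) and differed by 0.06, 0.17 and 0.63 on others. Far1, a fatty acyl-CoA reductase, at -1.01 (SE 0.32), and Stard4, a sterol carrier, at -0.76 (SE 0.24), were just short of the threshold (adjusted p = 0.151 for both). Other probe sets differed by 0.28, 0.09, -0.20 and -0.40 for Far1 and by 0.05 and 0.11 for Stard4. Of 45 genes of fatty acid and phospholipid metabolism 3 rose and 2 fell (10 and 6 when adjusted over the list alone), the others being Dgat2, a triglyceride synthase, at 0.37, Cpt2, of fatty acid oxidation, at 0.34, and Dgkh at -0.54. The list was not shifted (adjusted p = 0.681 by camera), and 4 of its genes are in S1 Table.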

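Hspb8, a small heat shock protein, rose in the cortex at 4 weeks from 6.47 ± 0.10 to 7.06 ± 0.20 (log2, SD, n = 3 mice; adjusted p = 0.0942 from limma), the only call among 24 chaperones and heat shock proteins (2 rose and 5 fell when adjusted over the list alone). The median of this list was 0.11, while its mean was -0.17 and camera pointed down (adjusted p = 0.488). Hsp90aa1, a chaperone, differed by -1.23 (SE 0.39, adjusted p = 0.151), with SDs of 0.98 in cKO and 0.26 in control mice, and its other probe sets differed by -0.36 to 0.07. Il4 lay below the filter, with levels of 3.23 in cKO and 3.71 in control mice, and Il22 had only a probe set shared with another gene, which differed by 0.63. The calls of Pld1, Dgkd, Dgat2, Dgkh and Hspb8 were lost without 4-week cKO replicate 1 (adjusted p up to 0.345) or 2 (0.406), control replicate 1 (0.394) or 2 (0.355), or 8-week control replicate 2 (0.207). Those of Dgkd and Dgat2 were also lost without 8-week cKO replicate 1 (0.162), and with that of Dgkh without cKO replicate 3 (0.176) or control replicate 1 (0.193) or 3 (0.176). On the probe sets with the highest mean, Dgkd differed by 0.06 and Dgkh by 0.29.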

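Of 36 genes of inflammation through IL-1, Toll-like receptors and NF-kB, 4 rose and none fell in the cortex of cKO mice at 4 weeks (12 rose and 1 fell when adjusted over the list alone). Serping1, an inhibitor of complement C1, rose by 0.93 (SE 0.18, adjusted p = 0.0942 from limma), Cd14, a receptor for bacterial lipopolysaccharide, by 0.64 (SE 0.16, adjusted p = 0.114), and Ly96, its partner at Toll-like receptor 4, by 0.71 (SE 0.18, adjusted p = 0.12). Serping1 is also on the list of leptomeninges genes. In 28 of the 36 the mean was higher in cKO, with a median of 0.18, which did not separate the list from other genes (adjusted p = 0.407 by camera). Of 23 genes of microglia and macrophages 3 rose and none fell (9 and 2 over the list alone), namely Cd74 at 0.41 and H2-Aa at 0.72, both of antigen presentation, and the chemokine Pf4 at 0.41 (median 0.24, adjusted p = 0.184). Of 25 genes of endothelial cells and pericytes 3 rose, among them Vwf, a clotting factor of endothelium, at 0.66, and Slc2a1, the glucose transporter of the blood-brain barrier, at 0.52. S1 Table holds 4 of the inflammation genes, so this list is not independent evidence. The study's pathway database was not used here. The calls of Serping1, Cd14 and Ly96 were lost without 4-week cKO replicate 1 (adjusted p up to 0.32) or 2 (0.376), control replicate 1 (0.375) or 2 (0.331), or 8-week control replicate 2 (0.179), and those of Cd14 and Ly96 also without 8-week cKO replicate 3 (0.157) or control replicate 1 (0.172) or 3 (0.161).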

Among the top 10 gene-ontology pathways for this group of 1020 affected transcripts, we found an enrichment for several immune response and inflammation-related pathways (Fig. 5A).

**Figure 5:**
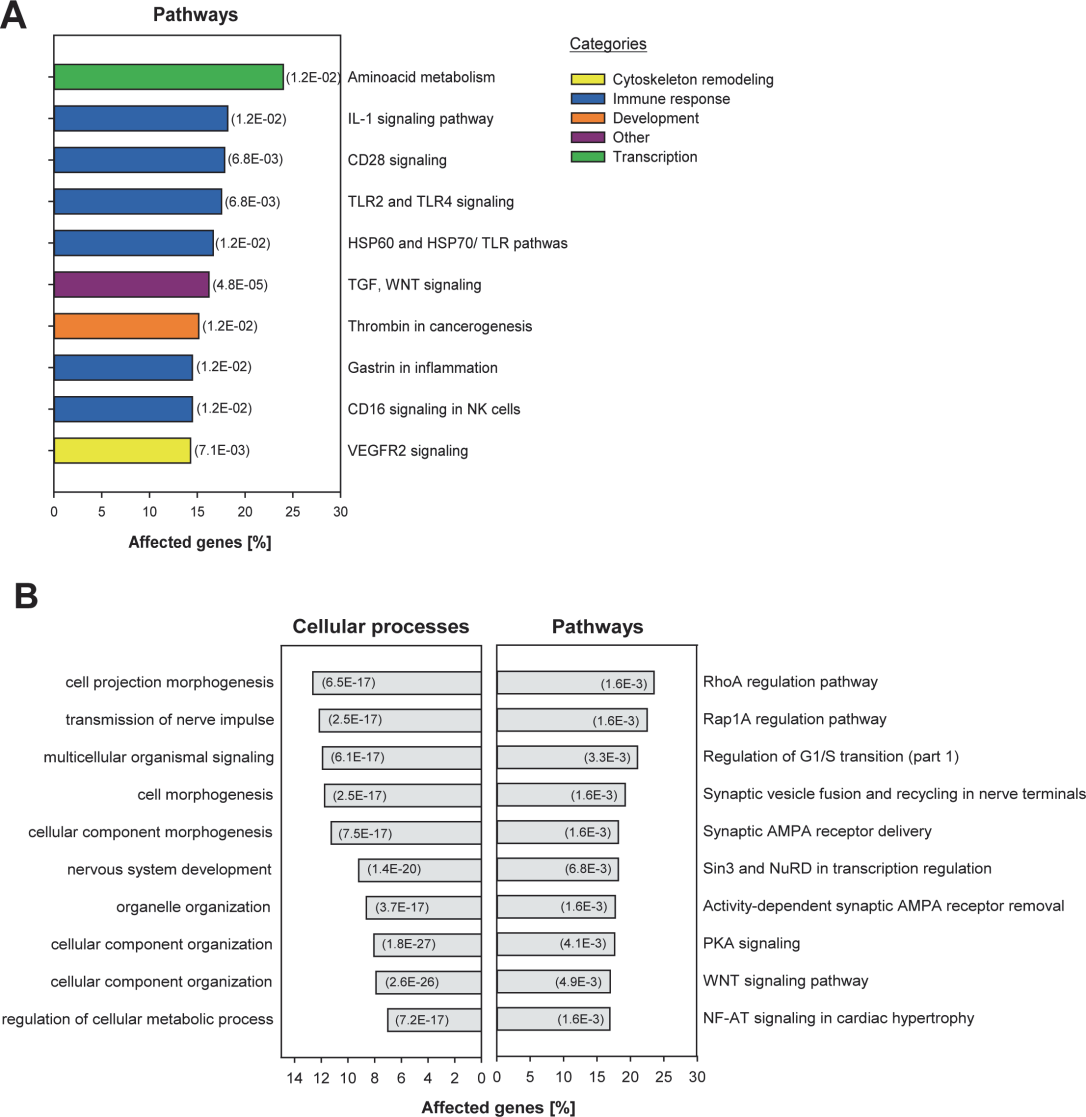
Pathway analysis of significant genes at 4 weeks and of the anti-correlated cluster at 8 weeks. **A.** Top 10 enriched pathways in cKO mice at 4 weeks. The % genes affected within each pathway are represented. The bar colors indicate categories to which the pathway belongs. **B.** Top 10 enriched cellular processes (left) and pathways (right) found in the cluster of anti-correlated genes (i.e., the green cluster in Fig. 4B).

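At 8 weeks after tamoxifen the lowest p-values between cKO and control cortex were those of Clcn5, a chloride transporter of endosomes, with a difference of 0.83 (SE 0.15), Twsg1, which binds BMPs, at 0.58 (SE 0.12), Nr2e1, a nuclear receptor of neural stem cells, at 0.80 (SE 0.19), and Shbg, a carrier of sex hormones, at -0.50 (SE 0.11). None of them was called, with an adjusted p of 0.869 from limma for each, and 697 genes had an unadjusted p under 0.05. The methods' t-test called 0 (983 at an unadjusted p under 0.05), limma with array weights 107, and limma without cKO replicate 3 called 1. Nts differed by 0.39, Pmch by 0.08 and Slc26a7 by 0.16. Of the 769 genes called at 4 weeks, 530 changed in the same direction at 8 weeks and 47 had an unadjusted p under 0.05.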

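The change from 4 to 8 weeks was tested as an interaction in limma. Perp was the only gene called, with a change of 0.88 at 4 weeks and -0.17 at 8 weeks (difference 1.05, SE 0.14, adjusted p = 0.0843). Slc26a7, at 1.35 and 0.16, was among the 1808 genes (12.3%) at an unadjusted p under 0.05. Of the 769 genes called at 4 weeks, 438 (57.0%) were among them; they were chosen for a large 4-week change, so this share is not independent evidence. Without replicate 3 of the 4-week cKO group 1922 genes were called and without that of the control group 1, and without any other cortex array 0. Without the 3 arrays that stood apart the count was 7189.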

At 8 weeks, no genes were found differentially expressed in the cortex of cKO and control mice. Nevertheless, a specific cluster of genes showed an anti-correlated effect between the two time points (Fig. 4B, S2 Table) and which therefore might be involved in restoring metabolic balance. 

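Nr2e1, a nuclear receptor of neural stem cells, changed by -0.44 at 4 weeks and by 0.80 at 8 weeks, Psme4, an activator of the proteasome, by -0.41 and 0.54, Spop, a subunit of a ubiquitin ligase, by -0.45 and 0.53, and Ppara, a receptor for fatty acids, by -0.40 and 0.31. Only Ppara was called by limma at 4 weeks (adjusted p = 0.137), and none at 8 weeks. As in the paper, mixtures of 2 Gaussian components were fitted with mclust to the moderated t of each time. The cluster of genes in the lower component at 4 weeks (mean -1.63) and the upper one at 8 weeks (mean 0.72) held 1575 genes, with median changes of -0.41 and 0.31. If the components were independent, 1622 would be expected. Of the 1575, 43 had an unadjusted p under 0.05 at both times, and none was called in the interaction (921 at an unadjusted p under 0.05). Of the probe sets of S2 Table 879 were among those tested, and all 879 lay in the cluster, as they had to: the arrays are the same, S2 Table ends at a t of -1.01 and 1.00, and the cluster reaches to -0.845 and 0.0379. Across genes, which are not independent replicates, the t of the times had a correlation of 0.0916. The cluster held 688 genes without 4-week cKO replicate 3. From the opposite effects at the time points, the paper proposes that these genes might take part in bringing metabolism back into balance.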

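The group with lower values at 4 weeks and higher ones at 8 weeks held 13 of 41 genes of AMPA receptors and synaptic plasticity. From independent genes 4.39 are expected (adjusted p = 0.00259, one-sided hypergeometric test over the 14713 genes). Genes move together on the same arrays, so this p-value does not show an excess over chance. The enrichment was not tested on other splits of the arrays, of which 63 of 100 gave a cluster as large. The 13 include the receptor subunits Gria1 and Gria3, the auxiliary subunit Cacng2, the synaptic adhesion protein Nlgn1, and Syt1 and Syn2 of synaptic vesicles. At 4 weeks Gria3 fell by 1.50 (SE 0.44, adjusted p = 0.141 from limma), Akap5, an anchor of kinases at the synapse, by 0.81 (adjusted p = 0.136) and Limk1, a kinase of the actin cytoskeleton, by 0.68 (adjusted p = 0.134). In all 4 of the 41 fell and none rose (9 and 3 when adjusted over the list alone; adjusted p = 0.00115 by camera, adjusted p = 0.252 with an estimated correlation). At 8 weeks Syt1 differed by 1.10 and Syn2 by 0.86, and neither was called.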

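Of nuclear-retained and intron-rich transcripts, a sign of RNA quality, the group held 18 of 33 against 3.53 expected (adjusted p = 2.26e-08, same test with the same limit). Among the 18 are the noncoding RNAs Malat1 and Meg3, and Srrm1, a splicing coactivator. This adjusted p was lower than that of the synaptic genes. RNA quality was not excluded as a source of the cluster. The lists were written with the paper's pathways known, and the study's pathway database was not used here. The calls of Gria3 and Akap5 were lost without 4-week cKO replicate 1 (adjusted p up to 0.353) or 2 (0.406), control replicate 1 (0.394) or 2 (0.36), or 8-week cKO replicate 1 (0.165) or 3 (0.181) or control replicate 1 (0.187), 2 (0.206) or 3 (0.172).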

Pathway and cellular processes enrichment analysis on the 1094 genes belonging to this cluster showed that enriched pathways were linked to synaptic plasticity and AMPA receptors in particular, whereas enriched cellular processes were mostly associated with cell morphogenesis and cellular component organization (Fig. 5B).

## Discussion

Here, we described the use of a transgenic approach to investigate the consequences of adult neuronal miRNA loss on body weight, feeding behavior, and metabolism in adult mice. The time- and brain-specific deletion of *Dicer* in adult mice occurred only in a sub-population of cells, mostly post-mitotic neurons of hippocampal and cortical origin. Although *Camk2a*-expressing neurons are abundantly present in these two areas [10,14], *Camk2a*-negative neurons and non-neuronal cells are thus expected to contribute to the presence of non-recombined alleles. Future experiments using different approaches (e.g. FACS sorting neurons based on *Camk2a*-expression and/or determining the cell-type specificity of the recombination by *in situ* hybridization for *Dicer* and/or for specific miRNAs) could help to define the precise molecular mechanisms underpinning the phenotype. In the recombined cells, the excision of exon 24 resulted in lower levels of *Dicer* mRNA, consistent with previous reports [10, 21]. This decrease in *Dicer* mRNA is probably due to a lower stability of the mutant transcript because pre-mRNA levels were not altered [21].

The neuronal-deletion of the miRNA-processing enzyme DICER led to the development of rapid and transient obesity in mice. Surprisingly, this phenotype has not been described by others using a very similar *Dicer* cKO strategy in adult mice, neither in mice lacking *Dicer* in neurons from birth (i.e., non-inducible *Camk2a-Cre^+^; Dicer^lox/lox^* mice) [10,23]; but see statement below). In the latter model, whole brain transcriptome analysis showed an up-regulation of transcripts involved in regulating gene expression through chromatin modifications, whereas down-regulated genes were associated with neuronal function and axogenesis [23]. The same study found that although many miRNAs were affected, no particular enrichment was found for their targets among the genes for which mRNA levels changes were found [23], illustrating the difficulty of identifying specific molecules using genome-wide approaches.

In *Dicer* cKO mice, the weight gain phase was associated with hyperphagia, increased food efficiency and reduced metabolism. To what extent hyperphagia is cause or consequence of metabolic dysfunction is, however, unclear. The hyperphagia, reduced metabolism, and increased fat mass of our cKO mice is comparable to other mouse models of obesity such as leptin- and leptin-receptor-deficient mice [24,25], that develop obesity from early age, and a maturity-onset mouse obese model in which the melanocortin system was targeted [26]. However, in none of these models a spontaneous reversal of obesity was observed, which is, to our knowledge, unique to our *Dicer* cKO mice.

Several miRNAs have been found to be causally involved in obesity [6]. The specific deletion of the *miR-143/145* cluster protected mice from developing dietary-induced obesity [27]. Similarly, overexpression of *miR-802* led to the development of obesity-associated insulin resistance [28]. Interestingly, inhibition of *miR-200a* could reverse obesity by increasing the level of the leptin receptor and insulin receptor 2 in the hypothalamus [29]. Conversely, in the hippocampus, leptin was recently shown to decrease the expression of several genes directly targeted by *miR-132*, suggesting that leptin can drive the expression of this particular miRNA [30]. These and other miRNAs could thus be regarded as novel targets in the treatment of obesity and related metabolic disorders. Whether any of the aforementioned miRNAs was responsible for the obesity phenotype observed in our cKO mice is difficult to assess as deletion of *Dicer* affects virtually all miRNAs.

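Genes of miRNA processing and silencing were measured beside Dicer1 in the cortex at 4 weeks. Of 18, 2 rose and none fell (5 and 2 when adjusted over the list alone): Adar, which edits double-stranded RNA, by 0.46 (SE 0.11, adjusted p = 0.113 from limma), and Xpo5, which exports miRNA precursors from the nucleus, by 0.35. The list's median was 0.17 (adjusted p = 0.835 by camera). At 8 weeks Ago2, the slicer of the silencing complex, differed by 0.60 and was not called. Among called genes whose groups lay apart, the largest fall, that of Rufy2, was larger than the largest rise, that of Asgr1. A test of miRNA seed matches among rising genes needs 3′ UTR sequences and was not analysed here.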

Gene expression analysis revealed that most (i.e., 81%) of the affected genes in the cortex were up-regulated in cKO mice, consistent with an absence of miRNA’s repressor activity. At 4 weeks, several obesity-related genes and genes involved in the control of feeding behavior were significantly affected in cKO mice; *Lpr* and *Pmch* were up-regulated, as were *Nts* and its receptor *Ntsr1*. These genes are known to be crucial for maintaining proper energy balance and *Lpr* has been previously shown to be under the control of *miR-200*a [29,31,32]. Moreover, both *Pmch* and *Nts* were recently shown to be part of the motivational and hedonic aspect of feeding behavior [31,32]. Other genes, such as *Nlk, which* was recently found as part of potential susceptibility loci for obesity [33], and *Sstr3 [34]* were also changed in cKO mice. Besides the control of food intake, also metabolic pathways were deregulated in the cortex of cKO mice. In particular, several genes involved in thermogenesis through brown adipose tissue and in the white-to-brown adipocyte transition were affected (e.g., *Cox7a1, Bmp4, Bmp7, Ptger1*) [35–37], as well as a whole set of genes related to lipid metabolism and transport (e.g. *Far1, Dgkg, Stard4*). Together, these data support the notion of miRNAs being involved in the control of adipogenesis, lipid metabolism and adaptive thermogenesis.

The brain transcriptome analysis also revealed an enrichment of transcripts that are part of inflammatory pathways and immune response at 4 weeks, which could have contributed to the development of the phenotype. Whether inflammation is a cause or a consequence of obesity is, however, unclear. Chronic inflammation in the circulation and peripheral metabolic tissues is one of the hallmarks of obesity [38]. Moreover, recent evidence shows crucial roles for neuroinflammatory processes in metabolic disorders [39], especially in the hypothalamus in which inflammatory responses could lead to a dysregulation of feeding [40]. These observations indicate that, besides the specific transcripts known to be causally linked to feeding behavior (see above), a variety of pathways indirectly associated with energy metabolism were affected in cKO mice. The dysregulation of neuronal miRNAs thus had wide-ranging and complex effects on gene expression which likely contributed to the development of the obesity phenotype.

The most interesting observation in our model mice is probably the spontaneous reversal of obesity. This surprising phenotype indicates that after deletion of miRNAs, compensatory mechanisms take place to re-establish neuronal networks and these modifications might underlie the recovery of normal energy homeostasis. Our observations of enrichment in synaptic plasticity-related pathways are consistent with the remodeling of synapses and changes in dendritic morphology that has been reported in a similar construct of *Camk2a*-specific *Dicer* deletion [10].

As an alternative explanation to specific miRNAs and their mRNA targets underlying the dysregulation and subsequent recalibration of metabolic homeostasis, we could surmise that neuronal loss and subsequent replacement could underlie our unique obesity phenotype. Two recent studies have used *Dicer* knockout strategy to delete POMC-neurons in the hypothalamus, and reported the development of obesity in parallel to cell death within the first 6 weeks of age [41,42]. This metabolic phenotype was associated with changes in transcript levels in the hypothalamus for genes known to be linked to neurodegeneration supporting the idea that obesity resulted from the loss of specific cells in the brain. The return to normal body weight regulation that we observe would require restoration of neuronal function through e.g. neurogenesis and/or establishment of new neuronal connections. Although research on adult neurogenesis has focused mainly on the hippocampus and the subventricular zone of the lateral ventricle, recent studies reported the existence of neurogenesis in other brain areas, notably in the hypothalamus and in the cortex, where it has functional implication in the control of feeding behavior [43]. In the cortex of our cKO mice, as stated earlier, several inflammatory pathways and immune response genes were enriched at 4 weeks, and neuro-inflammatory processes are known to trigger neurogenesis [44,45]. Moreover, the time course of weight gain and loss in the cKO mice fits the time course of adult neurogenesis in rodents, taking place within 4–7 weeks [46]. Further investigation of cell death and adult neurogenesis in *Dicer* cKO mice might help to test this hypothesis.

Contrary to expectation, no differences in gene expression were observed between tamoxifen and vehicle treated *Dicer* cKO mice in the hypothalamus, a brain region well known for its role in the control of food intake and energy homeostasis [47], nor in the hippocampus, a region for which there is growing evidence for an involvement in metabolic control [48]. One factor that could have contributed to the negative results in the hypothalamus is this tissue’s higher heterogeneity and transcriptome analyses targeting specific nuclei could be informative. The fact that many transcripts were affected in *Dicer* knockout mice were observed in the cortex suggest a role for cortical areas in feeding behavior especially in the motivational aspect of feeding [48,49].

## Conclusion

We have discovered a unique and robust mouse model of obesity in which both the metabolic dysregulation leading to obesity as well as the homeostatic compensatory processes that correct this dysregulation can be studied within a short time window. Identifying the processes that are implicated in the return to normal body weight will bring a new perspective in the treatment of obesity and metabolic disorders.

While this manuscript was under review, Vinnikov *et al.*, similarly reported on transient obesity in inducible, *Camk2a*-driven, *Dicer* KO mice [50]. They confirmed the development of hyperphagic obesity associated with increased fat mass and a body weight dynamics similar to that observed in our study, underscoring the robustness and high reproducibility of our results. Using different techniques, the authors also confirmed that the recombination occurred in several brain regions, including the cerebral cortex, hippocampus, and hypothalamus. Obesity in their mouse model was associated with increased circulating leptin levels, and an increase in the orexigenic factor NPY in the hypothalamus, an observation that is consistent with our microarray data suggesting a deregulation of food intake control in the brain. Vinnikov *et al*, could identify one miRNA, *miR-103*, targeting the PI3K/Akt/mToR pathway, as a key component of the initial development of obesity. The authors further noted that the deletion of *Dicer* induces neurodegeneration in hippocampus specifically, an observation which is in line with our hypothesis outlined above suggesting that neurodegenerative processes followed by neurogenesis and associated synaptic plasticity changes and reorganization of cellular networks could underlie restoration of body weight homeostasis. Together, the two complementary studies provide mechanistic insight both into the development of body weight gain, as well as into the reversal of obesity.

## Supporting Information

S1 Fig Food intake accumulation in cKO and control mice. *Upper panel.* Cumulated food intake (mean ± 1 SEM) in cKO mice and their controls (n = 4/group) over a 17-week period. *Lower panel.* cKO-control differences (mean +/− 1 SEM) in accumulation of food intake. Starting after injection of tamoxifen, cKO mice increased food intake until reaching a maximum at day 38. Values reverted to control levels within 3 weeks and subsequently followed the normal growth curve with stable food intake. cKO and control mice are represented by dark and light blue dots, respectively. Black dots represent the cKO-control differences. Stars above the graphs correspond to significant results of post-hoc student’s t-tests p<0.05.
(TIF) Click here for additional data file.

S2 Fig Metabolic parameters in the three control groups and in cKO mice. Data are shown as mean (± SEM). The three control groups (i.e., *Cre^+^;Dicer^lox/lox^* injected with vehicle, purple lines and dots, n = 6, *Cre^+^;Dicer^+/+^* with vehicle, blue lines and dots, n = 5, *Cre^+^;Dicer^+/+^* with tamoxifen, green lines and dots, n = 6) and the cKO group (red lines and dots, n = 6) are shown. No difference was observed between the three control groups, neither at the pre-obese, nor at obese time point. **C.** Note that although in all 3 control groups activity increased during fasting (night 4) there was a significant difference among groups in the degree by which locomotor activity was increased (Dark4-Dark3 difference). For details see legend Fig. 3.
(TIF) Click here for additional data file.

S3 Fig P value histograms for the tamoxifen vs. vehicle comparisons in the three brain regions at 4 and 8 weeks. P values were computed using R package “limma” (see methods). The horizontal dashed line represents the number of P values expected by chance. For details see legend Fig. 4.
(TIF) Click here for additional data file.

S4 Fig Coefficient of variation (CV) within each experimental group. The CV was calculated as the ratio of the standard deviation divided by the mean of the three biological replicates for each condition in each tissue. The hippocampus and hypothalamus, that do not show any difference between tamoxifen and vehicle conditions, do not have a larger within group variability.
(TIF) Click here for additional data file.

S1 Table List of transcripts that are significantly changed between cKO and control mice in the cortex at 4 weeks. (XLSX) Click here for additional data file.

S2 Table List of transcripts with anti-correlated expression between 4 and 8 weeks in the cortex. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

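RNA of the cortex, hypothalamus and hippocampus of Dicer cKO and control mice, 4 and 8 weeks after tamoxifen or vehicle, was measured on 36 Affymetrix arrays, 3 animals for each of 12 groups. The labels name 12 cKO animals and 13 control animals over the 3 tissues; every array of a group comes from a separate animal. The deposited values are log2 intensities after RMA, which the authors ran for each tissue (its version is not given). They were used as they are. The arrays hold 45101 probe sets, of which 34945 are annotated to 1 gene, 932 to several and 9160 to none, besides 64 controls; the platform's annotation gives 18828 gene names, and no genome coordinates were used. In the tested sets, 412 probe sets of the cortex, 450 of the hypothalamus and 424 of the hippocampus are annotated to several genes; they were tested under their joined names and counted in no list.

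Detection calls, which the study used to filter probe sets, were not used here since they are not part of the deposited values. Probe sets were instead ranked by the third-highest of the 12 values of a tissue and kept until, with the probe set of the highest variance for each gene, the number in the methods was reached; the methods give it as probe sets before that choice, the legend of Fig. 4 as genes. Group differences, their standard errors and p-values came from limma 3.58.1 in R 4.3.3 with 1 fit of 4 groups per tissue, and p-values were adjusted over the tested genes, with an FDR of 15% as in the paper. The interaction of time and treatment was tested in the cortex. The difference between cortex and hypothalamus used arrays of both tissues with duplicateCorrelation (statmod 1.5.0) for arrays of 1 animal. The anti-correlated cluster was made with mclust 6.1.1 from 2-component mixtures of the moderated t. Lists of genes were tested with camera (preset correlation 0.01, and again with an estimated correlation) and fry, adjusted over 34 lists and called at an adjusted p under 0.05: 14 pathway lists, 2 lists of RNA quality and 18 lists of cell types. Overlaps of lists with the cluster used a one-sided hypergeometric test. The pipeline was tested on simulated data with known changes.

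The choices of filter, test, lists, named genes and other settings were fixed before the data were examined, but after the paper and its S1 and S2 Tables had been read. Named genes are those the paper names for the arrays, the 10 largest rises and falls among called genes with groups apart, up to 3 members of each list with the lowest p, the 5 genes with the lowest p in comparisons without calls, and the 5 with the lowest interaction p in the cluster and over all genes. A few others, chosen after their values were seen, stand as examples of a list. For the named genes of the paper and for those of S1 and S2 Tables, the values in the paper count as seen.

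Alternatives included no filter, a filter to 10000 genes, other choices of probe set, 2 scalings of the arrays, other variance models, array weights, the methods' t-test, other FDR thresholds, blocks of replicates or of animal numbers, and the omission of each array. A replicate block gave 3 called genes in the cortex at 4 weeks. Like-numbered arrays were taken as pairs only where all 3 correlations of their deviations exceeded 0.1, which held in the hypothalamus at 8 weeks. The replicate block was fitted over all hypothalamus arrays, so it also covered 4 weeks. The rule was not met there, with correlations of 0.114, -0.0258 and 0.230. Further alternatives were chosen after seeing the data: the omission of the 8-week cortex arrays one by one, the omission of 3 cortex arrays that stand apart, covariates for the actin 3′ minus 5′ difference, leptomeninges, nuclear-retained and microglia scores, random starts of the mixtures, the methods' number counted as probe sets before the choice per gene, and lists on centred arrays. The precision is limited by the number of arrays, and with 3 animals per group the smallest exact permutation p is 0.1. The result of 1 pathway list is not reported here. miRNA target sites were not analysed here, since no sequence reference was used here.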

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

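The gene lists, the interaction and the comparison of tissues were planned; the tests that weigh explanations below, and the exchanges of group labels, were chosen after the results had been seen, as were the omission of 3 arrays and the covariates.

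In the cortex at 4 weeks, 769 genes differed between cKO and control mice and 81.3% of them were higher in cKO, while centring each array on its median left 102 calls, 80.4% of them higher, and brought the share of t above 0 from 67.3% to 58.3%. It lowered the median change of the 625 higher genes from 0.49 (quartiles 0.42 and 0.58, median SE 0.13) to 0.43 (quartiles 0.35 and 0.51, median SE 0.12). Centring takes the same amount from every gene of an array, and the mean array medians of the groups differed by 0.07. That shift was smaller than the changes of these genes. They were chosen for their rise, however, so their median cannot decide whether a shift of scale made the calls. Most calls did not outlast its removal. RNA quality stays open: across genes, the slopes on the actin 3′ minus 5′ difference among 8-week arrays had a correlation of -0.558 with the 4-week changes (exact permutation p = 0.0556 over 36 permutations), and with this difference as a covariate the median change of the 625 higher genes was 0.41 (quartiles 0.33 and 0.49). An exchange of labels between the third arrays of both groups also cannot be told apart: on an axis from the other controls (0) to the other cKO arrays (1), cKO replicate 3 lay at 0.389 and control replicate 3 at 0.494, between the groups, while by list they differed in the same direction as the other arrays of their groups for 21 of 34 lists, such as leptomeninges (0.22 and 0.04), and in the opposite one for 13, such as nuclear-retained transcripts (0.33 and 0.23). The weight gain the paper reports for the cKO mice of this cohort runs with the labels of the groups, which does not settle those of single arrays, and a loss of miRNA repression, which the paper proposes, was not tested against these.

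Leptomeninges genes, outside those the paper discusses, had a median change of 0.55 in the cortex at 4 weeks. After centring it was 0.48. Centring takes out only the difference of the mean array medians of the groups, 0.07. The 0.48 therefore argues only against a shift common to all genes. The list exceeded the pooled lists of astrocytes, oligodendrocytes, microglia and endothelial cells by 0.39. In these arrays this argues against a lower share of neurons. The permutation p over genes was 1e-04, the smallest that the permutations can give (54 and 85 genes). These genes move together on the same arrays, so this p-value does not measure the spread between animals. Meningeal tissue carried along in dissection is a candidate explanation: across 46 members, which are not independent, the cortex change had a Spearman correlation of 0.632 with the slope on the meningeal score among hypothalamus arrays (permutation p = 1e-05, the smallest that the permutations can give). A change of meningeal cells in cKO mice remains open as well and was not tested. More of these cells would give the same correlation, so it cannot separate these explanations.

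Microglia genes had a median change of 1.14 in the hypothalamus at 8 weeks, a tissue in which the paper reports no difference. Blood in the sample is argued against by the median change of -0.11 of blood cell genes (difference of the lists 1.25, permutation p = 0.0029; 23 and 7 genes). A lower share of neurons is argued against by the median of 0.0299 of astrocyte, oligodendrocyte, endothelial and leptomeninges genes (permutation p = 1e-04, the smallest that the permutations can give; 116 genes). Both permutations exchange genes, which move together on the same arrays, so these p-values do not measure the spread between animals. A swap of arrays between the groups cannot be told apart: the highest control array lay at -0.14 (4-week mean -0.31, SD 0.10), but exchanged labels that put the raised arrays under cKO would give the same values. A response of microglia in cKO mice also stays open and was not tested; 1 of 3 cKO arrays does not show it, and RNA quality was not excluded, as the actin difference was lower in cKO.

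Nuclear-retained and intron-rich transcripts, outside the genes the paper discusses, had a median change of -0.48 in the cortex at 4 weeks. In the hypothalamus at 8 weeks, where the paper discusses no genes, genes of cholesterol synthesis and transport had a median of -0.28. Inflammation genes had one of 0.30 there. In the hippocampus, also not discussed, leptomeninges genes had a median of -0.34 at 4 weeks, and ependymal genes had medians of 0.26 at 4 weeks and 0.42 at 8 weeks. Perp had an effect at 4 weeks that exceeded that at 8 weeks by 1.05 in the interaction test. The effect at 4 weeks differed between cortex and hypothalamus for 1871 genes.

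With 3 arrays against 3, the 10 splits of the arrays are too few for a share under 0.05. The real split of the cortex at 4 weeks called 769 genes and the highest other 4508, with 3318 and 4706 genes at an unadjusted p under 0.05 and 5 and 7 lists. The split with 4508 exchanges cKO replicate 3 and control replicate 3, and calling several times the real count it points to a structure of the samples that the labels do not follow; whether this is an exchange of labels stays open, and the paper's body weights run with the groups as labelled. At an unadjusted p under 0.05, the real and the highest other split gave 697 and 465 genes in the cortex at 8 weeks, 425 and 2108 in the hypothalamus at 4 weeks, 1023 and 1486 at 8 weeks, 917 and 1146 in the hippocampus at 4 weeks, and 858 and 702 at 8 weeks. For lists the pairs were 4 and 9, 2 and 9, 11 and 12, 7 and 9, and 7 and 8 in the same order. As the hypothalamus arrays at 8 weeks pair by number, a replicate block was used there and calls 2 genes. It also spans the 4-week arrays, which do not meet the rule for pairs. Of the 4 splits that part all pairs, which are also too few, the real one gave 1089 genes at an unadjusted p under 0.05 with the block and the highest other 981, with 0 called. With 100 splits, chance is not excluded for the interaction (19 splits as large as 1808 genes, highest other 4026), the cluster (63 as large as 1575 genes, highest other 7246) and the comparison of cortex and hypothalamus (6 as large as 1871 genes, highest other 3593).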

How the results depend on the processing

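The settings without the 3 arrays that stand apart, those with scores or the actin difference as a covariate, the omission of 8-week cortex arrays the random mixture starts and the methods' number counted as probe sets were chosen after seeing the data. The 769 genes of the cortex at 4 weeks became 443 with the 10000 highest genes, 313 with the methods' number counted as probe sets, 1336 with the probe set of the highest mean, 1177 probe sets without a choice per gene, 102 with centred arrays, 68 after quantile normalization, 9707 with array weights, 1 with the methods' t-test, 2 and 88 at an FDR of 5% and 10%, 3 with a replicate block and 184 with a block of animal numbers; with only the 6 arrays compared it was 0 (2036 genes at an unadjusted p under 0.05 from limma). It was 1 with the actin covariate, 9117 without the 3 arrays, and 0 with the leptomeninges (832 at an unadjusted p under 0.05) or nuclear-retained score (970), and 0 to 6819 when single arrays were left out. It stayed within 1.5 times with no filter (622) and with trend and robust variances (546). The 81.3% of rises became 88.3% with 10000 genes, 90.4% with the number counted as probe sets, 88.8% with the highest mean, 85.3% with trend, 71.4% with array weights, 100% with the t-test, an FDR of 5%, the replicate block or the actin covariate, 90.9% at an FDR of 10%, 84.2% with animal numbers, 70.6% without the 3 arrays and 64.3% to 100% without single arrays. The share of t above 0 turned to 44.4% with the leptomeninges score. Array weights gave 107 genes in the cortex at 8 weeks and 7454 for the interaction, which had 1 gene and lost it (0) with 10000 genes, the number counted as probe sets, trend, an FDR of 5%, either block or either score; it was 7189 without the 3 arrays and 0 to 1922 without single ones. In the hypothalamus at 8 weeks 0 became 2 with 10000 genes, the number counted as probe sets, trend or the replicate block (which changed the call of no other named gene there and gave 12 lists in place of 11), 1 with centring or quantile normalization, 3 with animal numbers, 558 with array weights and 0 to 514 without single arrays; in the hippocampus it became 3 with array weights and 1 with the t-test at 8 weeks and 0 to 2 without single arrays at 4 weeks. It was 0 to 1 in the cortex at 8 weeks. Shares of genes at an unadjusted p under 0.05 ranged over the omissions from 11.7% to 40.7% and 1.91% to 6.31% in the cortex, 1.71% to 5.75% and 4.11% to 8.98% in the hypothalamus (4 and 8 weeks), and 4.34% to 10.3% in the hippocampus at 4 weeks. The cluster of 1575 genes became 2431 without a filter, 975 with thresholds on t and 688 to 2093 without single arrays; it kept within 1.5 times with equal variances (1915) and over 20 random starts (1555 to 1933). With an estimated correlation 0 lists passed in every comparison. fry gave 3 lists in place of 5 in the cortex at 4 weeks, 1 in place of 11 in the hypothalamus at 8 weeks and 0 elsewhere; animal numbers gave 6 in place of 2 in the hypothalamus at 4 weeks. Without single arrays the lists were 0 to 6 in the cortex at 8 weeks, 1 to 8 and 11 to 17 in the hypothalamus and 3 to 8 in the hippocampus at 4 weeks. The 1871 genes of the tissue comparison became 437 without a term for the animal, 115 against the hippocampus, 5881 without the 3 arrays and 2 to 4566 without single arrays. Lepr turned to 0.75 with no filter; Dgkd (0.0641), Sh2d5 (0.11) and Dgkh (0.29) turned with the probe set of the highest mean; Nlk (0.24), Bmp4 (-0.13), Sh2d5 (0.66) and Krit1 (0.0804) turned with the leptomeninges score, which separates the 4-week groups, so adjusting for it also removes part of any difference between them (SE 0.69 for Nlk, 0.25 for Bmp4, 0.45 for Sh2d5 and 0.78 for Krit1). Of 2008 values of named genes 1195 kept direction and call, 732 lost the call, 63 gained one, 10 moved and 8 turned. Besides these 8, genes without a call in the main setting changed sign in some setting. Far1 reached 0.59, Sstr3 0.78, Hsp90aa1 0.22 and Stard4 0.11. Bmp7 fell to -0.10, Ptger1 to -0.31 and Dicer1 to -0.12, all in the cortex at 4 weeks, and Nolc1 to -0.14 in the hypothalamus. Of 405 values of lists 297 kept the call and 108 lost it. Without one of a group's arrays, its 2 arrays are assumed to vary like the other groups. Fewer genes tested, fewer arrays or a stricter threshold are part of some settings; for the rest the cause was not tested. Signal over background limits genes near the filter, such as Lepr, Sh2d5 and Ttc9c, and is not known from detection calls; every setting chosen before the data were examined was run.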

Differences from the paper's values

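The counts of the paper at its FDR of 15% and those found here are within 1.5 times of each other: the paper's 1020 genes against 769, its 828 rises against 625, its 192 falls against 144 and its 1094 genes of the cluster against 1575. The probe set of the highest mean (1336) and all probe sets (1177) are also within that range of the paper's 1020. The other alternatives set before the data were examined are outside it. Among them are no filter (622), trend and robust variances (546), the 10000 highest genes (443), centred arrays (102), quantile normalization (68) and array weights (9707). With the methods' number counted as probe sets, a reading added after seeing the data, 313 genes were called, also outside that range. For the cluster, no filter (2431) and centred arrays (1788) are outside the range of 1094, and both blocks (1611 and 1616) within.

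Some levels read from Fig. 4C differ. Values here are means of the antilogs of the log2 levels. For Lepr in control cortex at 4 weeks the paper's value is about 9 in Fig. 4C, read by eye, and that found here is 25.4; among the alternatives set before the data were examined, no filter has no such difference, and the highest-mean and centred settings keep it. For Sstr3 the paper's values are about 63 in cKO and about 90 in control mice in Fig. 4C, read by eye, against 23.1 and 34.2; the probe set of the highest mean has no such difference and the others keep it. For Ptger1 they are about 96 and about 79 in Fig. 4C, read by eye, against 41.6 and 35.8, and all alternatives keep the difference (5.31 and 6.35 with no filter). For Bmp7 in control mice it is about 43 in Fig. 4C, read by eye, against 23.8, and all alternatives keep the difference (23.8 with no filter or centred arrays, 86.2 with the highest mean). On the probe set that S1 Table lists for Bmp7, which was not the most variable one, the level was 32.0 in control and 55.4 in cKO mice, within 1.5 times of the paper's values.

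The paper names Lepr as higher in the cortex at 4 weeks; here it differed by -0.30 (adjusted p = 0.372), and with no filter by 0.75 (adjusted p = 0.0946), on the probe set that S1 Table lists, whose change is the same in the paper's table. It names Sstr3 as lower; the direction is the same here, without a call (-0.47, adjusted p = 0.308, on a probe set that S1 Table does not list), and it is called with the probe set of the highest mean, the one in S1 Table (-0.74, adjusted p = 0.0813), array weights (-0.85, adjusted p = 0.00336) and without control replicate 3 (-0.85, adjusted p = 0.0237). It names Ptger1 as higher, which is not called here (0.21) but is with array weights (0.30, adjusted p = 0.058). It names Bmp7 (0.69), Far1 (-1.01), Stard4 (-0.76) and Hsp90aa1 (-1.23) as changed; they have the adjusted p of 0.151 here, Bmp7 on another probe set than that of S1 Table (0.79, adjusted p = 0.102 in the paper's table), and are called with array weights (Bmp7 0.00305, Far1 0.00141, Stard4 0.00146, Hsp90aa1 0.00157), without cKO replicate 3 (0.0405, 0.0697, 0.000699, 0.00154) and without control replicate 3 (0.0454, 0.0163, 0.0656, 0.056), and Hsp90aa1 also with the probe set of the highest mean (0.126). Without 8-week cKO replicate 2 (0.112, 0.125, 0.145, 0.149), and without the 3 arrays that stand apart (0.00469, 0.000907, 0.000838, 0.00183; Sstr3 0.00234, Ptger1 0.0457), they are called as well; these settings were chosen after seeing the values. It names Il4 and Il22 as changed; Il4 was below the filter (-0.47, adjusted p = 0.0877 with no filter), and Il22 is on a probe set shared with another gene (0.63, adjusted p = 0.0814 with no filter). In some alternatives the direction was opposite to that of the main setting. Sstr3 reached 0.78, Far1 0.59, Hsp90aa1 0.22 and Stard4 0.11, and Bmp7 fell to -0.10 and Ptger1 to -0.31. Called here as in the paper are Nts, Ntsr1, Pmch, Nlk, Cox7a1, Bmp4, Bmp5, Bmp6, Dgkd, Pld1 and Hspb8.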

Other observations

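The tests on principal components were chosen after the results had been seen; the lists were planned.

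In the hypothalamus at 8 weeks, lists of other cells and of neuropeptide neurons passed camera at the preset correlation beside that of microglia, though none did with an estimated correlation, and 0 genes passed over all genes (2 with a replicate block). Genes of astrocytes had a median of 0.12 (adjusted p = 0.000201 by camera, adjusted p = 0.242 with an estimated correlation), with Gfap, their filament protein, at 1.38 and Aqp4, a water channel, at 0.88. Those of hypothalamic neurons had a median of -0.18 (adjusted p = 0.000384, and 0.242 with an estimated correlation), with Hcrt, the orexin precursor, at -0.64. Genes of p53 and apoptosis, among them Atf3, a stress-induced transcription factor, at 0.50, had a median of 0.10, and those of neurogenesis one of 0.14 (adjusted p = 0.00276 for each, and 0.242 with an estimated correlation). Ifit1 and Ifitm3, both induced by interferon, differed by 2.32 and 1.28. Abca1, an exporter of cholesterol, differed by 0.59 and Apoe by 0.41, whereas most genes of cholesterol synthesis and transport were lower.

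In the hippocampus at 8 weeks, genes of AMPA receptors and synaptic plasticity had a median of 0.19 (adjusted p = 9.62e-05 by camera, adjusted p = 0.621 with an estimated correlation), with Gria1, a receptor subunit, at 0.60 and Syt1, a calcium sensor of synaptic vesicles, at 0.76. The list's median deviation was 0.21 in cKO replicate 1, and 0.0145 and 0.0324 in the other cKO arrays. In the controls it was -0.0173, -0.10 and -0.0795. Without cKO replicate 1 the list still passed camera, at an adjusted p of 0.0426. Genes of excitatory neurons (0.82), hippocampal neurons (0.66) and the immediate early response (0.74) stood apart in the same array. Nuclear-retained transcripts, a sign of RNA quality, had a median of 0.14 (adjusted p = 9.62e-05, and 0.621 with an estimated correlation). Choroid plexus genes had a median of 0.23 (adjusted p = 0.00307, and 0.621 with an estimated correlation), with Ttr, its main secreted protein, at 2.16 (SE 1.01, not called). The list did not pass without cKO replicate 1 (adjusted p = 0.13). In the cortex at 8 weeks nuclear-retained transcripts had a median of 0.28 (adjusted p = 0.0187, and 0.793 with an estimated correlation), lost without cKO replicate 1 (0.5) or control replicate 3 (0.0546), and genes of thermogenesis one of 0.18 (adjusted p = 0.0405, and 0.793 with an estimated correlation), lost without cKO replicate 1 (0.123) or 2 (0.0729) or control replicate 1 (0.132).

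The first principal component of the 12 cortex arrays held 41.7% of the variance. Within groups it followed the actin 3′ minus 5′ difference, with r = -0.897 (exact permutation p = 0.00386, adjusted p = 0.00772 over 2 relations) and a Spearman correlation of -0.860 (exact permutation p = 0.00463, adjusted p = 0.00926), and r = -0.784 without the arrays farthest from the median. For the Gapdh difference r was 0.697 (exact permutation p = 0.161) and the Spearman correlation 0.462 (exact permutation p = 0.283), and r was 0.162 without the farthest arrays. The actin difference itself was 1.12 ± 0.01 in cKO and 1.24 ± 0.14 in control cortex at 4 weeks (SD, n = 3; two-sided exact permutation p = 0.4).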
